# PPARα Inhibition Overcomes Tumor-Derived Exosomal Lipid-Induced Dendritic Cell Dysfunction

**DOI:** 10.1016/j.celrep.2020.108278

**Published:** 2020-10-20

**Authors:** Xiaozhe Yin, Wenfeng Zeng, Bowen Wu, Luoyang Wang, Zihao Wang, Hongjian Tian, Luyao Wang, Yunhan Jiang, Ryan Clay, Xiuli Wei, Yan Qin, Fayun Zhang, Chunling Zhang, Lingtao Jin, Wei Liang

## Abstract

Dendritic cells (DCs) orchestrate the initiation, programming, and regulation of anti-tumor immune responses. Emerging evidence indicates that the tumor microenvironment (TME) induces immune dysfunctional tumor-infiltrating DCs (TIDCs), characterized with both increased intracellular lipid content and mitochondrial respiration. The underlying mechanism, however, remains largely unclear. Here, we report that fatty acid-carrying tumor-derived exosomes (TDEs) induce immune dysfunctional DCs to promote immune evasion. Mechanistically, peroxisome proliferator activated receptor (PPAR) α responds to the fatty acids delivered by TDEs, resulting in excess lipid droplet biogenesis and enhanced fatty acid oxidation (FAO), culminating in a metabolic shift toward mitochondrial oxidative phosphorylation, which drives DC immune dysfunction. Genetic depletion or pharmacologic inhibition of PPARα effectively attenuates TDE-induced DC-based immune dysfunction and enhances the efficacy of immunotherapy. This work uncovers a role for TDE-mediated immune modulation in DCs and reveals that PPARα lies at the center of metabolic-immune regulation of DCs, suggesting a potential immunotherapeutic target.

## In Brief

Yin et al. reveal that tumor-derived exosomes (TDEs), as fatty acid carriers, induce a metabolic shift toward oxidative phosphorylation, driving DC immune dysfunction. Transcriptomic analysis identifies PPARα as the fatty acid sensor mediating the immunosuppressive effects of TDEs on DCs. PPARα blockade effectively restores DC function and enhances the efficacy of immunotherapy.

## INTRODUCTION

Dendritic cells (DCs) are professional antigen-presenting cells and play a pivotal role in orchestrating immune responses against pathogen infection or tumor development (Preynat-Seauve et al., 2006). Tumor-infiltrating DCs (TIDCs) present tumor-associated antigens to effector T cells and facilitate the induction of memory T cells to prevent tumor recurrence (Diamond et al., 2011), as well as enhance the efficiency of checkpoint therapy (Garris et al., 2018). However, various immunosuppressive factors in the tumor microenvironment (TME) undermine DC function by inhibiting DC maturation and antigen presentation and enhancing checkpoint protein expression (Apetoh et al., 2011). Importantly, immune dysfunctional DCs result in uncontrolled tumor progression (Scarlett et al., 2012), indicating that maintaining the immune competence of TIDCs is critical for successful anti-tumor immunity.

Recent studies have shown that metabolic rewiring is strongly connected with the functional states of DCs (Dong and Bullock, 2014; Wculek et al., 2019). A shift toward glycolysis promotes an immunogenic or proinflammatory state in DCs. The use of fatty acids (FAs) as the preferred carbon source with augmented FA oxidation (FAO) favors tolerogenic DCs (Everts and Pearce, 2014; Malinarich et al., 2015; Zhao et al., 2018). However, the contribution of lipid metabolism to the tolerogenic feature of DCs is still under debate. Ferreira et al. (2015) showed that glycolysis instead of FAO is essential for the tolerogenic phenotype of DCs, which was also supported by another study (Dáňová et al., 2015). Other studies have also indicated that FAO, an essentially catabolic process, can impair DC effector functions in the TME (Zhao et al., 2018). Thus, the role of lipid metabolism in regulating DC function, particularly in the TME, is still largely undefined. Interestingly, TIDCs exhibit a “lacy” phenotype featuring highly enriched lipid droplets (LDs), and lipid-laden TIDCs display an impaired potential to present tumor-associated antigens (TAAs) (Ramakrishnan et al., 2014). However, the complex network in the TME that induces lipid-mediated DC immune dysfunction remains largely unknown.

Secreted by nearly all types of cells, exosomes contain signaling molecules, such as proteins, nucleic acids, and lipids, and are increasingly considered an important mediator of inter-cellular communication. Tumor-derived exosomes (TDEs) have been recognized increasingly as a major immunosuppressive factor in the TME (Milane et al., 2015; Whiteside, 2016). Previous studies have been focused on suppressive mechanisms of mRNAs or microRNAs (miRNAs) encapsulated in TDEs; however, little is known about the relationship between lipid composition in TDEs and the immune cells that engulf them, especially TIDCs. Lipidomes of exosomes derived from hepatocellular carcinoma cells and human bone marrow-derived mesenchymal stem cells have been shown to contain enriched glycolipid, FAs, and phosphatidylserine (Haraszti et al., 2016). Among enriched lipid species, FAs are essential substrates for energy production and serve as building blocks for most newly synthesized lipid components. Nevertheless, excess FAs in the cytoplasm can also negatively affect the physiological functions of the cell (Cabodevilla et al., 2013; Rambold et al., 2015).

In the present study, we hypothesize that lipid-laden TIDCs are induced by TDEs. We uncover that TDE-derived FAs contribute to lipid accumulation (mainly in the form of LDs) and dysfunction of TIDCs. Mechanistically, the engulfment of TDEs by DCs upregulates the expression of peroxisome proliferator-activated receptor α (PPARα), a master regulator involved in the metabolism of lipids, carbohydrates, and amino acids. In response to FAs from TDEs, PPARα activates FAO and induces immune dysfunctional DCs. Importantly, the inhibition of PPARα effectively corrected the immune dysfunction of TIDCs and enhanced the anti-tumor efficacy of immunotherapies. Collectively, our findings indicate that TDEs, as FA carriers, negatively regulate DCs and targeting PPARα could be a promising anti-tumor strategy and of great therapeutic benefit.

## RESULTS

### TDEs Induce Lipid-Laden DCs

As previously reported (Calder, 2010; Cubillos-Ruiz et al., 2015; Herber et al., 2010), we initially observed that tumor-infiltrating DCs were characterized by lipid accumulation and defective in priming cytotoxic CD8^+^ T cells (Figures 1A–1C and S1A). We also observed LD formation in bone marrow-derived DCs (BMDCs) co-cultured with tumor cells (Figure 1D) or tumor culture medium (TCM) *in vitro* (Figure 1E). It was suggested that tumor-derived factors may be responsible for the induction of lipid-laden TIDCs. The specific factors that induce lipid-laden TIDCs, however, remain elusive. To further identify the critical factors mediating this effect, we divided TCM from TC-1 cervical cancer cells with a 100-kDa and a 30-kDa molecular weight cutoff filter, respectively. Then, we treated BMDCs with the three obtained fractions— <30 kDa (fraction S), between 30 and 100 kDa (fraction M), and >100 kDa (fraction L)—followed by determining the amount of neutral lipids in BMDCs using Bodipy 493/503 staining. Interestingly, fraction L increased the neutral lipid content in BMDCs as effectively as TCM (Figure 1F). These data suggest that super-molecules or subcellular organelles in TCM play an important role in inducing lipid accumulation in BMDCs. However, we observed that fraction S and fraction M also increased the lipid level, although to a lesser degree (Figure 1F), indicating that small molecules or soluble proteins may contribute to this effect as well.

TDEs are important subcellular membrane particles with a diameter ranging from 30 to 120 nm, and can trigger immuno-suppression by communicating with various immune cells (Fonseca et al., 2016). Thus, we sought to determine whether the TDEs in fraction L are responsible for lipid accumulation in BMDCs. To test our hypothesis, we isolated TDEs from fraction L of the TCM via centrifugation. The size and morphology of TC-1-derived exosomes were characterized using transmission electron microscopy (TEM; Figure 1G), and western blot analysis of the exosome marker proteins (ALIX, HSP70, TSG101, CD9, and CD81) (Figures 1H and S1B). We observed that exosomes alone increased the intracellular lipid in BMDCs, and the exo-some-free part did not (Figure 1I). Moreover, exosomes secreted from cancer cells from different tumor types (4T1 and B16/F10) also triggered excess lipid accumulation in BMDCs (Figure S1C).

To better understand the causal relationship between TDEs and the lipid accumulation in TIDCs, we generated the GFP-CD9-tumor cells (TC-1 and MC38), which endowed exosomes labeled with GFP and enabled us to trace the TDEs *in vivo* (Figures 1J and S1D). In mice injected with GFP-CD9-TC-1 tumor cells, we detected the percentage of GFP^+^ cells and measured the intracellular lipid content in TIDCs (Figure 1K). The results showed that only TIDCs that captured GFP-labeled TDEs were lipid abundant and immune dysfunctional, whereas GFP^−^ TIDCs were not (Figures 1L and 1M). In addition, we found that tumor-associated macrophages (TAMs), another antigen-presenting cell, also captured fluorescence-labeled TDEs at the tumor site and showed a higher lipid content (Figures 1K and S1E). Moreover, we treated BMDCs with GFP-labeled TDEs *in vitro*, and found that BMDCs that took up GFP-TDEs showed an increase in LDs (Figures S1F and S1G). To further substantiate this finding, we injected PKH67-labeled TDEs directly into the tumor (MC38) and measured the percentage of PKH67^+^ cells and the intracellular lipid content in TIDCs, TAMs, monocytes, and neutrophils (Figure S1H). Results showed that all of the cell populations could uptake PKH67-labeled exosomes, and that much larger amounts of exosomes were engulfed by TIDCs and TAMs than by neutrophils and monocytes (Figure S1I). Also, similar to GFP-labeled exosomes, both TIDCs and TAMs that took up PKH67-labeled exosomes (PKH67^+^ cells) had more intracellular lipid content (Figure S1J). However, the involvement of macrophages in TDEs that induced immunological alteration would be investigated in later studies (see Figure S6).

To further confirm that TDEs are able to interfere with the immune function of DCs directly, we injected purified PKH67-labeled TDEs into the footpads of wild-type (WT) C57BL/6 mice and measured the phenotypic changes in DCs in popliteal lymph nodes (near) and inguinal lymph nodes (far). The results showed that DCs in lymph nodes near the footpads engulfed more TDEs (Figure S1K), had more accumulated lipids (Figure S1L), and were less capable of priming CD8^+^ T cells than those in lymph nodes far from the footpads (Figure S1M and S1N), which may be due to their different accessibility to TDEs. Collectively, these data suggest that TDEs are crucial for promoting lipid accumulation in TIDCs.

### TDEs Drive DC Immune Dysfunction

Previous studies have suggested that TIDCs associated with lipid accumulation are defective in priming CD8^+^ T cells (Cubillos-Ruiz et al., 2015; Herber et al., 2010). Thus, it is plausible that TDEs not only induce lipid accumulation in DCs but also negatively affect the priming function of DCs. Data analyses on TDE-treated BMDCs revealed that TDEs significantly upregulated the expression of inhibitory checkpoint proteins such as programmed cell death ligand 1 (PD-L1) and signal regulatory protein α (SIRPα) (Figure 2A), and increased the secretion of immunosuppressive factor transforming growth factor-β (TGF-β) (Figure 2B). However, TDEs also slightly elevated molecules with immunostimulatory capabilities in response to T cells (Figure S2A). Next, we examined the ability of BMDCs to present antigens by using a 25-d1.16 antibody, which recognizes the ovalbumin (OVA)-derived epitope bound to H2K^b^. We also incubated CD8^+^ T cells from OTI transgenic mice with BMDCs pre-treated with OVA in the presence or absence of TDEs (at a safe concentration; Figure S2B) to detect the ability of BMDCs to prime CD8^+^ T cells. The expression of peptide major histocompatibility complex I (pMHC I) and the carboxyfluorescein succinimidyl ester (CFSE) dilution assay showed that TDE-treated BMDCs were less capable of presenting antigen, no matter the length of antigen (OVA [Figure 2C] or OVA_257–264_ and OVA_250–264_ [Figure S2C]), inducing proliferation (Figures 2D and S2D), and promoting interferon-γ (IFN-γ) production in OTI CD8^+^ T cells (Figure 2E). Moreover, we found that TDE-treated BMDCs without antigens could directly suppress the proliferation of CD8^+^ T cells (Figure 2F) and induce the generation of regulatory T cells (Tregs) (Figure 2G). These profiles strongly suggest an immune dysfunctional state in TDE-treated DCs. To further confirm that TDEs contribute to DC dysfunction, we incubated BMDCs with TCM treated with or without GW4869 (Yang et al., 2018), an nSMase inhibitor that reduces exosome secretion (Figure 2H). Lipid level and a CFSE dilution assay showed that GW4869-treated TCM could partially restore both lipid accumulation and the defective T cell priming capability of DCs (Figures 2I and 2J).

In addition to cancer cells, other cells in the TME may produce exosomes and affect DC function. To rule out this possibility, *in vitro* we collected the exosomes from NIH 3T3 cells, a non-cancerous cell line with a fibroblast phenotype (Suvarna et al., 2019). We treated BMDCs with equal amounts of exosomes derived from tumor cells or NIH 3T3 cells and measured their change in intracellular lipids and T cell priming capability. As the data show, exosomes from non-cancerous cell-derived exosomes (NEs) had little effect on the induction of lipid accumulation in BMDCs (Figure 2K) and did not impede the capability of BMDCs to prime CD8^+^ T cells (Figures 2L and 2M), even when the concentration of NEs exceeded TDEs. Collectively, these data demonstrate that TDEs drive DC immune dysfunction.

### FAs in TDEs Induce DC Immune Dysfunction

Given the different effects on DCs between tumor-derived and NEs, we further investigated the underlying mechanism for the increased lipid level and immune dysfunction in TDE-treated DCs. Flow cytometry analysis showed that time- and concentration-dependent lipid accumulation occurred as soon as BMDCs internalized TDEs (Figures S3A and S3B), which was also confirmed by Opera Phenix High Content Screening analysis (Figures 3A and 3B; Videos S1 and S2). The correlation between the concentration of TDEs and the lipid level in DCs prompted us to ask whether increased neutral lipids in DCs were derived from TDEs, and whether NEs contained smaller amounts of lipids so that they could not induce lipid-laden DC. To address this question, we performed a lipidomic analysis on NEs, TDEs, and TDE-treated BMDCs. Consistent with previous reports (Haraszti et al., 2016), TDEs did contain abundant FA species compared to NEs (Figure 3C). In addition, nearly all of the FA species enriched in TDEs were correspondingly increased in TDE-treated BMDCs compared to the control group, and the most abundant ones were long-chain FAs (LCFAs, C16–C22) either saturated or un-saturated (Figure 3D). Importantly, FAs contained in TDEs and the TDE-treated BMDCs are strongly positively correlated (Figure 3E). The highly correlated LCFAs among them are C16:0 (palmitic acid), C18:0 (stearic acid), C18:1n9 (oleic acid), and C20:4n6 (arachidonic acid) (Figure 3E). To further illustrate the crucial role of TDE-derived FAs for lipid accumulation in DCs, we prepared a FAs mixture (FA mix) with the same molar concentration of these four LCFAs as found in TDEs (namely, C16:0, C18:0, C18:1n9, and C20:4n6). The results showed that both FA mix and TDEs could induce lipid accumulation in BMDCs and suppress proliferation as well as IFN-γ production in CD8^+^ T cells (Figures 3F–3H). These findings explain why exosomes from non-cancerous cells had no effect on the lipid level in DCs and suggest that the FAs from TDEs, rather than from NEs, cause intracellular lipid accumulation in DCs.

The FAs required for triglyceride synthesis come from two sources: exogenous FAs (in this case, FAs from TDEs) and endogenous synthesized FAs (Figure 3I). Therefore, we sought to determine which FA source is responsible for TDE-induced triglyceride accumulation. First, to block exogenous TDEs uptake, various endocytosis inhibitors were used while DCs internalized TDEs (Table S1) (Mulcahy et al., 2014; Svensson et al., 2013). The results revealed that only chloropromazine (CPZ) blocked the internalization of TDEs as effectively as low temperature (4°C) did (Figure S3C). Second, we used CPZ to block TDE uptake and used specific inhibitors to block key steps in *de novo* synthesis pathways, such as ACC (acetyl-coenzyme A [CoA] carboxylase) inhibitor 5-tetradecyloxy-2-furoic acid (TOFA) and fatty acid synthase (FASN) inhibitor C75. Neither TOFA nor C75 reduced the elevation of lipid content induced by TDEs (Figure 3J), indicating that endogenous FAs are dispensable for TDE-induced lipid accumulation. However, triacsin C (an inhibitor of long-chain acyl-CoA synthetase [ACSL]) completely blocked lipid accumulation in BMDCs, similar to CPZ (Figure 3J). Coincidentally, TDEs contained LCFAs that were substrates of ACSL, which catalyzes FAs to form acyl-CoAs during triglyceride synthesis (Yan et al., 2015). Thus, these data demonstrate that lipid accumulation in TDE-treated DCs is the result of the uptake of TDE-derived FAs rather than TDE-induced *de novo* FA synthesis. Collectively, our data suggest that FAs contained in TDEs directly induce lipid accumulation and immune dysfunction in DCs.

### TDE-Derived FAs Activate PPARα Signaling to Suppress DC Priming Ability

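RNA was sequenced from bone marrow-derived dendritic cells (BMDCs) grown from C57BL/6 mouse femurs with 20 ng/ml GM-CSF. The labels of the libraries give 6 days of culture and the paper's methods give 7 days. Each of 3 groups had 3 libraries. Control (CTR) BMDCs received no exosomes, NE-treated BMDCs received exosomes of NIH 3T3 cells, a non-cancerous mouse fibroblast line, and TDE-treated BMDCs received tumor-derived exosomes. The labels give 24 h of exosome treatment and do not name the tumor cell line. The authors primed the RNA with oligo(dT) and random primers, sequenced it on an Illumina NovaSeq instrument and aligned the reads with TopHat2. They deposited the estimated number of reads on each gene in each library, without normalization. The table lists 57238 entries, of which 1702 are transcripts assembled from the reads and the others carry a mouse Ensembl identifier. All of these identifiers were found in GENCODE vM21, the annotation of genome build GRCm38 used here for positions. Between 17469782 and 21092943 estimated reads per library lay on genes, with a median of 20953762 in CTR, 17816485 in NE-treated and 18070525 in TDE-treated BMDCs. The smallest abundance this depth can show, 3 reads of the total, was between 0.142 and 0.172 CPM, the reads on a gene scaled to the size of its library, and such floors cover counting error only. The estimates were rounded to whole numbers and normalized for library size by edgeR's TMM method. A total of 15028 genes passed edgeR's filter on low counts and were tested with edgeR's quasi-likelihood test over all 9 libraries, with Benjamini-Hochberg adjustment.

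Between TDE-treated and CTR BMDCs, 2541 genes had an adjusted p-value under 0.05, of which 1137 rose and 1404 fell. Between TDE-treated and NE-treated BMDCs the count was 2095, with 1011 genes higher and 1084 lower in TDE-treated BMDCs. The groups share replicate numbers, and whether same-numbered libraries came from the same cells is not stated in the labels or in the paper's text. The mean correlation of same-numbered libraries, across genes after removal of the group means, was -0.0062 for TDE-treated and CTR BMDCs and -0.0279 for TDE-treated and NE-treated BMDCs. With replicate number as a replicate block, 1285 genes differed between TDE-treated and CTR BMDCs and 1175 between TDE-treated and NE-treated BMDCs. The setting that moved the first count most was limma voom with sample quality weights, chosen after seeing the data, which gave 7886 genes. Control replicate 1 lay apart from the other libraries. Its mean correlation with the other control libraries was 0.870, and the lowest correlation between any pair of the other 8 libraries was 0.942. Without it, 5263 genes differed between TDE-treated and CTR BMDCs.

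**Figure D1:**
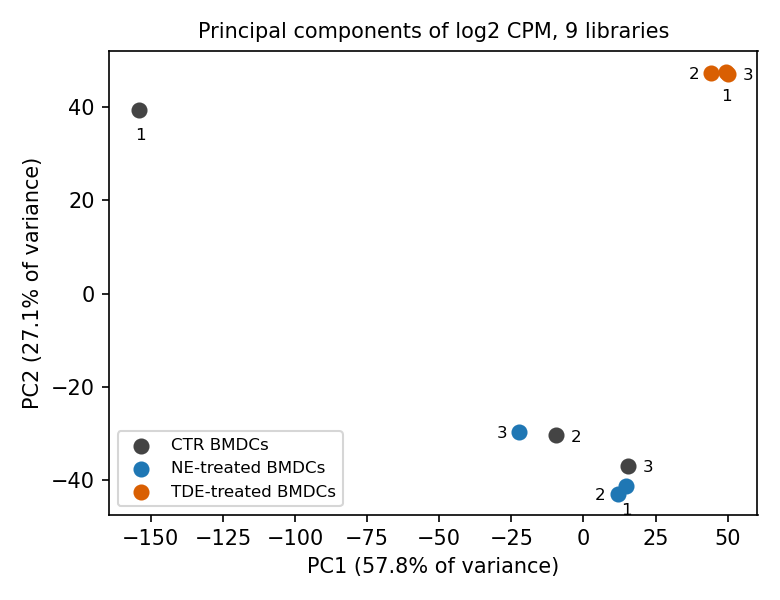
Principal components of the log2 CPM of the 15028 tested genes, with each point a library numbered by replicate and colored by group. The first component, on the horizontal axis, held 57.8% of the variance and set control replicate 1 (-154.14) apart from the other 8 libraries, and the second, on the vertical axis, held 27.1% and placed the 3 TDE-treated libraries between 47.09 and 47.48, with control replicate 1 at 39.27 and the other libraries between -42.88 and -29.69.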

To explore the molecular mechanisms by which TDEs trigger lipid accumulation and immune dysfunction in DCs, we performed global transcriptomic profiling by RNA sequencing (RNA-seq) in TDE-treated DCs, NE-treated DCs, and control (CTR) DCs. 

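The 2541 genes that differed between TDE-treated and CTR BMDCs, rising and falling genes together, were tested for over-representation of the KEGG pathways listed for each gene in the deposited table. The test, added after the data were seen, was a one-sided hypergeometric test against all tested genes, with Benjamini-Hochberg adjustment over the 320 pathways that had at least 5 tested genes. An adjusted p-value under 0.05 was reached by 61 pathways. The count was 57 with the replicate block, and 33 when only tested genes with a KEGG pathway served as background. Cell adhesion molecules had the lowest adjusted p-value (47 of 101 genes, odds ratio 4.34, adjusted p = 1.26e-09). TNF signaling (34 of 106 genes) had an odds ratio of 2.34 and an adjusted p of 0.00135. Jak-STAT signaling (34 of 107 genes) had an odds ratio of 2.31 and an adjusted p of 0.00159. Chemokine signaling had an odds ratio of 1.96 (42 of 148 genes, adjusted p = 0.00418) among all differing genes and of 3.16 among rising genes alone. Complement and coagulation cascades followed (19 of 51 genes, odds ratio 2.93, adjusted p = 0.00470). MAPK signaling (56 of 226 genes, odds ratio 1.63, adjusted p = 0.0142) had an adjusted p of 0.0556 with the replicate block, and passed under 9 of 19 alternative settings. TNF, Jak-STAT and chemokine signaling and complement and coagulation cascades each passed under 16 of 19. Without control replicate 3, none of them did (adjusted p = 0.162, 0.1875, 0.365 and 0.0736). With a log2 fold change of at least 1, Jak-STAT (0.145) and chemokine signaling (0.0671) did not pass.

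Of the KEGG maps of lipid metabolism, 15 had enough tested genes, and 1 of them, glycerolipid metabolism, had an adjusted p-value under 0.05 (16 of 49 genes, odds ratio 2.39, adjusted p = 0.0336). Of its 16 differing genes, 11 rose. It passed under 6 of 19 alternative settings, and its adjusted p was 0.293 with the replicate block. Steroid biosynthesis had an odds ratio of 3.83 (7 of 16 genes, adjusted p = 0.0546), and among falling genes alone it had 7 genes and an adjusted p of 0.00656. Fatty acid degradation had 4 differing genes of 34 (odds ratio 0.655, adjusted p = 0.989). The union of the lipid metabolism maps, a set fixed in advance, held 281 tested genes, of which 27 rose and 39 fell. Its odds ratio among rising genes was 1.31 (one-sided Fisher's exact test, p = 0.118), against 1.33 (p = 0.177) with the replicate block. Among falling genes, a test not fixed in advance, the odds ratio was 1.58 (p = 0.00790 from the same exact test). Library totals in place of TMM moved the odds ratio of the rising genes most, to 1.74 (p = 0.00940 from the same exact test). With DESeq2, the tool that the paper's methods name, that odds ratio was 1.51 (p = 0.0136 from the same exact test). DESeq2 also gave 4 of the 15 lipid metabolism maps an adjusted p-value under 0.05.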

Gene pathway analysis, with a particular focus on metabolic pathways, revealed that DCs with TDE treatment highly expressed the genes responsible for lipid metabolism compared with CTR DCs (Figure 4A), which was also identified by proteomics (Figure S4A). Furthermore, we specifically assessed changes in the expression of genes related to lipid metabolism and found that TDE-treated DCs displayed increased expression in these genes compared to the other two groups (Figure 4B). 

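The 281 tested genes of the KEGG lipid metabolism maps were followed as a set through gene set enrichment analysis (GSEA). All tested genes were ranked by the signed square root of edgeR's quasi-likelihood F, and significance came from 10000 permutations of the genes with fgsea. The genes behind the paper's set are not listed in its text. In TDE-treated against CTR BMDCs the normalized enrichment score was -1.25 (permutation p = 0.0478), so that the set lay toward the genes that were lower in TDE-treated BMDCs. In TDE-treated against NE-treated BMDCs the score was -1.29 (permutation p = 0.0201). Adjusted over the 4 set tests fixed in advance, these p-values were 0.0957 and 0.0804. With the replicate block the scores were -1.30 and -1.27. Limma's camera, which allows for correlation between genes, gave p = 0.418 and p = 0.406. Across the enrichment scores of the other settings, the score ran from -1.76 to -1.02 against CTR and from -2.07 to -1.04 against NE-treated BMDCs, below 0 in each.

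Members of the set moved in both directions. Among those that passed the test, had a mean CPM of at least 5 and did not overlap between the groups, Ptgs2 rose most. Ptgs2 (chromosome 1, 150100031 to 150108227) went from 1.45 ± 0.335 CPM (SD, n = 3) in CTR to 87.5 ± 22.3 CPM (SD, n = 3) in TDE-treated BMDCs. Its log2 fold change was 5.89 (standard error 0.315, adjusted p = 6.1e-05 from edgeR's quasi-likelihood test). Pnpla3 followed with a log2 fold change of 4.66, Lipg with 4.12, Dgkh with 1.93 and Scd2 with 1.57. Exons of Pnpla3, Dgkh and Scd2 overlap exons of another gene on the same strand, so that some of their reads could belong to either. Alox15 fell most (chromosome 11, 70344152 to 70352031), from 14.1 ± 4.70 CPM (SD, n = 3) to 2.07 ± 0.246 CPM (SD, n = 3). Its log2 fold change was -2.77 (standard error 0.292, adjusted p = 0.000789 from the same test). Cyp51, which encodes an enzyme of sterol synthesis, had a log2 fold change of -2.28, and Acot1, an acyl-CoA thioesterase, -2.03. Exons of Cyp51 overlap those of Akap9 on the opposite strand. Each of these 8 genes had an adjusted p-value under 0.05 against CTR with the replicate block too.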

According to the lipidomic analysis, the same gene expression changes were observed in both NE-treated and CTR DCs (Figure 4B), further suggesting the crucial role of TDE-derived FAs. Furthermore, we found that gene enrichment pathways, such as lipid storage and FA metabolism, were substantially related to PPARs (Figure 4C). 

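Between NE-treated and CTR BMDCs, 0 of the tested genes had an adjusted p-value under 0.05, and 487 had an unadjusted p-value under 0.05. Same-numbered NE-treated and CTR libraries had a mean correlation of -0.257 across genes, from -0.585 to 0.185, and with the replicate block the count was 0 as well. DESeq2 called 3 genes, and limma voom with sample quality weights, chosen after seeing the data, called 18. On simulated libraries, every gene and library had the same dispersion of 0.106, as estimated from these 9. Changes were planted in TDE-treated libraries. There edgeR called 85% of genes changed 4-fold and 47% of all changed genes, the others of which had smaller changes. Without control replicate 1 the estimated dispersion was 0.015, so the simulation does not give the power of NE-treated against CTR BMDCs. The normalized enrichment score of the lipid metabolism set was -0.78 in NE-treated against CTR BMDCs (permutation p = 0.902). Its sign changed with the setting, to 1.35 (permutation p = 0.00798) with library totals in place of TMM and to 1.71 (permutation p = 0.00027) without control replicate 1. It was 1.14 (permutation p = 0.150) with the replicate block. Among the 8 lipid genes named for TDE treatment, the log2 fold change in NE-treated against CTR BMDCs ran from -0.40 (Pnpla3) to 0.41 (Scd2). The standard errors of these values were 0.358 and 0.239. From the same expression changes in NE-treated and CTR DCs, the paper proposes a crucial role of the fatty acids that TDEs carry.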

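The genes that differed between TDE-treated and CTR BMDCs were also tested against the lipid-related gene ontology (GO) terms of Fig. 4C, with genes assigned to a term as in the deposited table. These tests were added after the data were seen. Of the 18 terms in the figure, 12 had at least 2 tested genes listed under the term itself. Lipid storage and fatty acid beta-oxidation, which the figure does not list, were added, which made a family of 14 terms for the Benjamini-Hochberg adjustment of a one-sided hypergeometric test. Lipid metabolic process had 75 of 314 genes differing (odds ratio 1.56, adjusted p = 0.0123), of which 34 rose and 41 fell. Lipid catabolic process had 21 of 66 genes differing (odds ratio 2.30, adjusted p = 0.0150), of which 11 rose and 10 fell. With the replicate block the adjusted p of the first was 0.0193 and that of the second 0.359. They passed under 14 and 6 of 18 alternative settings. Fatty acid metabolic process had 29 of 119 genes differing (odds ratio 1.59, adjusted p = 0.110), of which 11 rose and 18 fell. It passed under 6 of 18 alternative settings, among them edgeR with median-ratio factors (odds ratio 1.73, adjusted p = 0.0384). Lipid storage had 5 of 23 genes differing (odds ratio 1.37, adjusted p = 0.539). Positive regulation of lipid storage had 4 of 8 genes differing, and all 4 rose (odds ratio 4.92, adjusted p = 0.1125 for rising and falling genes together). It passed under 8 of 18 alternative settings, among them the replicate block (odds ratio 10.7, adjusted p = 0.0197), 4 of the 6 fits with one library left out and rising genes alone (adjusted p = 0.0249). Fatty acid beta-oxidation had 5 of 34 genes differing (adjusted p = 0.821).

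The KEGG PPAR signaling pathway, which lists PPARs and their target genes, had an odds ratio of 1.55 among all differing genes (adjusted p = 0.292) and of 0.779 among rising genes alone. The adjusted p was under 0.05 with DESeq2 (odds ratio 2.14, adjusted p = 0.0279) and above it with the replicate block (odds ratio 2.36, adjusted p = 0.107). In GSEA its 50 tested genes had a normalized enrichment score of -1.29 (permutation p = 0.114) in TDE-treated against CTR BMDCs. With each library left out in turn this score ran from -1.54 to -1.14, and it passed without control replicate 3 (-1.54, permutation p = 0.0185) and in no other of these fits. With the replicate block it was -1.28 (permutation p = 0.126).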

PPARs are ligand-activated transcription factors that regulate the expression of numerous genes involved in lipid metabolism, including genes encoding LD-associated proteins and lipogenic and lipolytic enzymes (Rubinow et al., 2013). The fluctuation of intracellular concentration of these FAs can influence PPAR-dependent gene regulation (Wahli and Michalik, 2012; Zúñiga et al., 2011). Transcriptional analysis revealed that PPARα and its several downstream genes, such as Ppargc1a, Acsls, Cpts, and Dgat2, which are involved in LD generation and FAO, were upregulated in DCs with TDE treatment, while the expression of PPARγ was downregulated (Figure 4D). 

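Ppara (Ensembl identifier ENSMUSG00000022383) lies on chromosome 15 of GRCm38 from 85734983 to 85802819. The deposited values were 0.87, 0.65 and 1.78 estimated reads in the CTR libraries and 5.16, 6.76 and 8.99 in the TDE-treated libraries, with a mean of 6.97 ± 1.92 (SD, n = 3). All CTR libraries were under the floor of 3 reads, so the fold is a lower bound, at least 2.36-fold higher in TDE-treated BMDCs. On the log2 scale the bound was 1.24, and between 1.05 and 1.41 with each library left out in turn. Each TDE-treated library was above each CTR library (exact permutation test, two-sided p = 0.1, the smallest p that 3 libraries against 3 allow). Ppara did not pass the filter on low counts. Where it was tested, its adjusted p was 0.153 with edgeR and no filter, and 0.110 with DESeq2. Ppargc1a (chromosome 5, 51454250 to 51567726) had 0, 1 and 1 estimated reads in CTR and 4, 2 and 6 in TDE-treated libraries. Taken over the group means it was at least 1.35-fold higher in TDE-treated BMDCs, and between 1.05-fold and 1.69-fold with each library left out in turn. On the log2 scale this bound of 0.43 was smaller than the spread of the TDE-treated libraries (SD 0.776), of which 1 was itself under the floor. Its adjusted p was 0.178 with no filter. Cpt1a (chromosome 19, 3322334 to 3385733) was listed at 1.02, 0.94 and 1.04 in CTR and at 2.06, 2.28 and 3.14 in TDE-treated libraries. Cpt2 (chromosome 4, 107903981 to 107923610) was listed at 1.04, 0.93 and 1.04 in CTR and at 1.36, 1.34 and 1.44 in TDE-treated libraries. After rounding to whole numbers both groups of Cpt1a and Cpt2 were at or under the floor, and no fold is given. Acsl6 was listed at 0 in every library.

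The entries of Ppara, Cpt1a and Cpt2 differ in form from the rest of the table. Of 57238 entries, 4144 have fractional values in all CTR libraries and 714 have a CTR mean of 1 in the authors' column of group means, and these 3 genes alone have both. The authors' group means of Ppara and Cpt2 also differ from the mean of their libraries, in 3 of 171714 such cells, and no other entry does. The bound, the exact p and the tests of Ppara therefore hold only if its values are read counts like those of other genes.

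Pparg (chromosome 6, 115360951 to 115490399) fell from 14.0 ± 1.18 CPM (SD, n = 3) in CTR to 4.00 ± 0.531 CPM (SD, n = 3) in TDE-treated BMDCs. Its log2 fold change was -1.81 (standard error 0.157, adjusted p = 0.000337 from edgeR's quasi-likelihood test), and it stayed between -1.86 and -1.70 with each library left out in turn. Dgat2 (chromosome 7, 99153658 to 99182719) rose from 19.9 ± 1.74 CPM (SD, n = 3) to 58.1 ± 3.63 CPM (SD, n = 3), a log2 fold change of 1.55 (standard error 0.122, adjusted p = 0.000216 from the same test). Acsl5 rose with a log2 fold change of 1.07 (standard error 0.159, adjusted p = 0.00368). Its exons overlap those of Zdhhc6 on the opposite strand. Acsl1 had a log2 fold change of 0.85 (standard error 0.260, adjusted p = 0.0572), and its adjusted p was 0.0184 with DESeq2. Acsl4 had a log2 fold change of 0.30 (adjusted p = 0.230) and Acsl3 of -0.48 (adjusted p = 0.311). Cpt1c had a log2 fold change of 1.20 (standard error 0.386, adjusted p = 0.0685), with an adjusted p of 0.0234 with DESeq2. Cpt1b had a log2 fold change of -1.07 (standard error 0.529, adjusted p = 0.186). Exons of Acsl1, Acsl3, Cpt1b and Cpt1c each overlap an exon of another gene. Ppard rose with a log2 fold change of 0.93 (standard error 0.133, adjusted p = 0.00313), and Plin3 had a log2 fold change of 0.25 (adjusted p = 0.133). Without control replicate 1, Acsl1 (adjusted p = 0.00245), Cpt1c (adjusted p = 0.000505) and Plin3 (adjusted p = 0.0310) were called higher and Acsl3 lower (log2 fold change -0.82, adjusted p = 0.00103). With the replicate block, Pparg (-1.81), Dgat2 (1.55), Acsl5 (1.08) and Ppard (0.93) had adjusted p-values under 0.05, and the other Acsl and Cpt genes tested did not. Of 24 genes the paper names, fixed as a list in advance, 19 could be tested. An adjusted p-value under 0.05 was reached by 6 of them when adjusted over all genes and by 9 when adjusted over the list alone, among them Acsl1 (0.0285) and Cpt1c (0.0314).

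**Figure D2:**
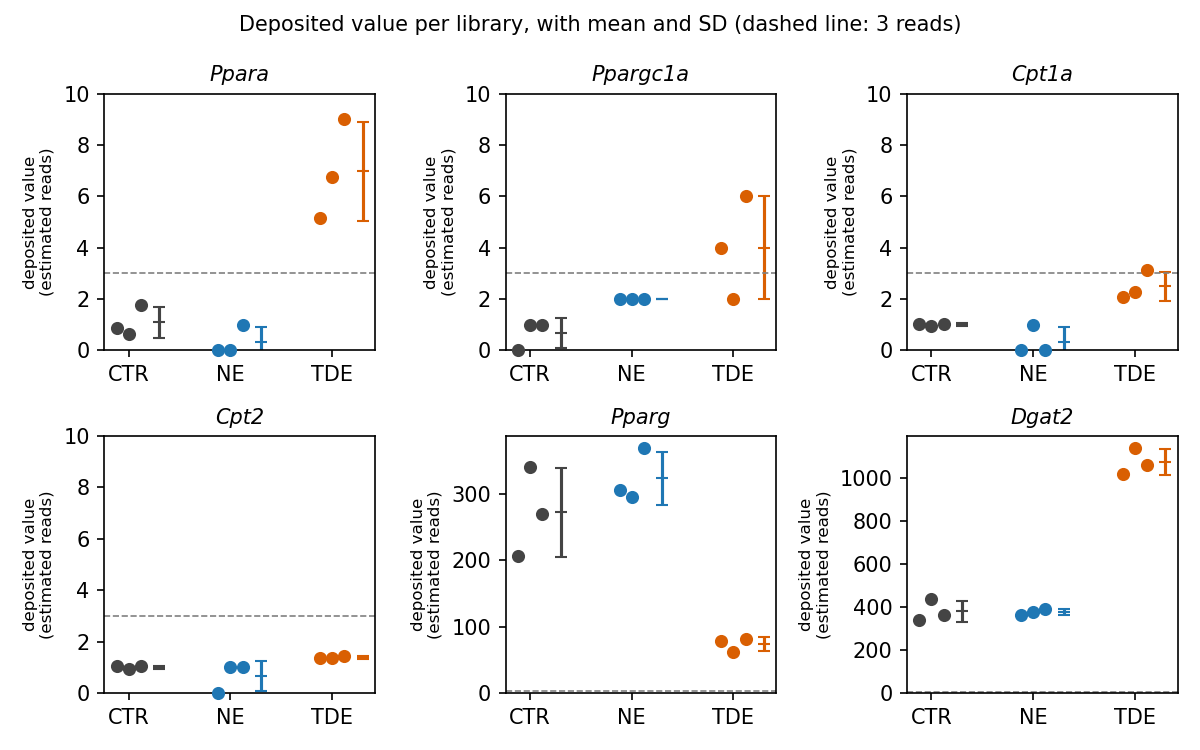
Deposited values (estimated reads, vertical axis) of Ppara, Ppargc1a, Cpt1a, Cpt2, Pparg and Dgat2 in each library of the CTR, NE-treated and TDE-treated groups, with points for libraries, bars for the mean ± SD (n = 3) and a dashed line at 3 reads. The TDE-treated libraries of Ppara lie between 5.16 and 8.99 and those of the other groups under the line, and whether the entries of Ppara, Cpt1a and Cpt2 are read counts is open.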

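In NE-treated BMDCs, Ppara was listed at 0, 0 and 1 estimated reads. Both these libraries and the CTR libraries were under the floor of 3 reads, so no fold is given, and a difference was not detectable at this depth (exact permutation test, two-sided p = 0.2). The limit on the form of the Ppara entry holds here as well. Each TDE-treated library had more Ppara reads than each NE-treated library (exact permutation test, two-sided p = 0.1, the smallest possible). Pparg was at 16.9 ± 1.29 CPM (SD, n = 3) in NE-treated BMDCs, a log2 fold change against CTR of 0.27 (standard error 0.149, adjusted p = 0.659 from edgeR's quasi-likelihood test). Each NE-treated library was above each CTR library (exact permutation test, two-sided p = 0.1). The log2 fold change was 0.26 with the replicate block and between 0.19 and 0.34 with each library left out in turn, and no setting gave an adjusted p-value under 0.05. In TDE-treated against NE-treated BMDCs, the log2 fold change of Pparg was -2.07 (standard error 0.158, adjusted p = 0.000162 from the same test). Dgat2 was at 19.6 ± 0.631 CPM (SD, n = 3) in NE-treated BMDCs, a log2 fold change against CTR of -0.02 (standard error 0.120, adjusted p = 0.932). Ppargc1a was listed at 2 estimated reads in each NE-treated library, under the floor as in CTR, so no fold is given. Each NE-treated library was nevertheless above each CTR library for Ppargc1a (exact permutation test, two-sided p = 0.1, the smallest possible).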

NE-treated DCs, however, showed different expression of PPARα and PPARγ (Figure S4B), indicating a different regulatory mechanism between TDEs and NEs. Importantly, DCs in popliteal lymph nodes that took up TDEs also showed an elevated expression of PPARα, but not PPARγ or PPARδ (Figure S4C). Then, we investigated whether PPARα was crucial for TDE-induced adverse effects on BMDCs. Bodipy 493/503 staining revealed that PPARα inhibitor GW6471 significantly reduced TDE-induced lipid accumulation (Figure 4E). We further treated OVA-primed BMDCs with TDEs in the presence or absence of GW6471 before they were co-cultured with OT I CD8^+^ T cells. Strikingly, GW6471 abrogated the TDE-mediated suppressive effect on BMDCs, leading to enhanced IFN-γ production from T cells (Figure 4F), whereas PPARδ inhibitor GSK3787 had no effect (Figures S4D–S4F). Furthermore, PPARα inhibition decreased the TDE-induced Treg induction in BMDCs (Figure 4G). These data reveal that PPARα plays a potent regulatory role in TDE-induced immune dysfunction of DCs.

### PPARα-Mediated FAO Is the Key Pathway Mediating DC Dysfunction

To uncover the mechanism by which PPARα signaling regulates DC function, we consider whether PPARα controls TDE uptake by DCs. However, the inhibition of PPARα by GW6471 significantly reduced TDE-induced lipid accumulation but had no impact on TDE uptake (Figure S5). Thus, we hypothesized that TDEs reprogram DC metabolism by activating PPARα. To process FAs by β-oxidation, cells need more mitochondria (Kelly and Scarpulla, 2004; Yao et al., 2019). Confocal imaging and flow cytometry analysis showed that TDEs increased mitochondrial mass in BMDCs (Figures 5A and 5B). Moreover, we found that TDE-treated BMDCs and TIDCs both had an increased mitochondrial membrane potential (TMRM) (Figures 5B and 5C), suggesting that TDE-engulfed DCs may require more mitochondria and higher mitochondrial capacity to process excess FAs. Next, we used seahorse extracellular flux analysis to measure the oxygen consumption rate (OCR) and extracellular acidification rate (ECAR), which reflect the activity of oxidative phosphorylation (OXPHOS) and glycolysis, respectively. Basal and maximum OCR were markedly increased in TDE-treated BMDCs (Figures 5D and 5E), indicating the robust enhancement of OXPHOS. The data of the ECAR demonstrated that TDEs decreased the rate of glycolysis (Figure 5F), which is further supported by the decrease in lactate production in TDE-treated BMDCs (Figure 5G). Strikingly, the inhibition of PPARα by GW6471 treatment restored these changes. Direct measurement of the FAO capacity in BMDCs further demonstrated that TDE treatment promoted FAO activity, which was also abrogated by GW6471 (Figures 5H and 5I). These data suggest that TDEs shift the metabolism of DC from a glycolytic state toward OXPHOS in a PPARα-dependent manner.

In fact, PPARα controls FA metabolism via two distinct pathways: catalyzing FAs to form acyl-CoA for LD generation by Acsl and transporting FAs into mitochondria for β-oxidation by Cpt1 (Grevengoed et al., 2015). Interestingly, the mobilization of FAs released from LDs to mitochondria is crucial for cellular survival during nutrient stress (Rambold et al., 2015). Accordingly, we investigated whether the inhibition of Ascl or Cpt1 could reverse DC function. As expected, the sole inhibition of Acsl or Cpt1 with their specific antagonist partially restored DC function, while blocking both of these pathways relieved the immune function of TDE-treated DCs, which is consistent with GW6471 (Figures 5J and 5K). These results provide a molecular basis for the TDE-mediated lipid metabolic reprogramming of DCs and demonstrate that PPARα plays an essential role in the TDE-induced immune dysfunction of DCs.

### PPARα Inhibition Enhances the Anti-tumor Efficacy of Immunotherapies

Our observation that blocking PPARα restored DCs immune function *in vitro* prompted us to examine whether PPARα blockade decreased the lipid content of TIDCs or altered the ability of TIDCs to prime CD8^+^ T cells and promote anti-tumor immunity. Therefore, we isolated TIDCs from the MC38-OT I cancer model and performed *ex vivo* functional assays. Consistent with prior results in BMDCs, the administration of PPARα inhibitor GW6471 reduced intracellular lipid accumulation in TIDCs (Figure 6A) and restored the function of the TIDCs to that of primed T cells (Figures 6B and 6C). Meanwhile, we also used PPARα knockout (KO) mice to verify whether PPARα signaling plays an important role in maintaining the function of TIDCs *in vivo*. By comparing MC38-OT I-bearing PPARα^−/−^ mice to their WT litter-mates, we found that PPARα deficiency resulted in decreased lipid content (Figure 6D), a higher ratio of antigen-specific tet^+^ CD8^+^ T cells (Figure 6E), and improved function of CD8^+^ T cells (Figure 6F). In addition, we found that tumor growth in PPARα^−/−^ mice was slower than in WT mice (Figure 6G).

In accordance with previous findings that TDEs substantially increased the expression of PD-L1 on DCs (Figure 2A), we hypothesized that PPARα inhibition combined with PD-L1 blockade may initiate more powerful anti-tumor efficacy. Thus, we evaluated a combination therapy using GW6471 and an anti-PD-L1 antibody (Figure 6H). This combination led to a significant regression of MC38-OT I established tumors compared with monotherapies (Figure 6I). Strikingly, the combination therapy further resulted in an increased tumor-free mice ratio (Figure 6J) and a significantly longer lifespan compared with mice that received monotherapies (Figure 6K). GW6471 combined with PD-L1 blockade strongly increased the number of tumor antigen-specific CD8^+^ T effector cells (OT I tetramer^+^) (Figure 6L) and highly boosted the production of granzyme B (GrmB), perforin, and IFN-γ from CD8^+^ T cells (Figure 6M).

Finally, to further evaluate the therapeutic efficacy of PPARα inhibition combined with immunotherapy, we examined whether GW6471 could enhance the anti-tumor efficacy of a therapeutic vaccine. Therapeutic vaccines, which are a potential immunotherapeutic approach for the treatment of cancer, rely strongly on the competency of DCs to function (Liu et al., 2017; Palucka and Banchereau, 2013). We have recently developed a nanosize E7-associated peptide-encapsulated vaccine, which was designed to treat cervical cancer (TC-1), and harbors E7 antigen derived from human papillomavirus (HPV) (Liu et al., 2017). We found that treating TC– established tumors with GW6471 strongly increased the anti-tumor efficacy of the E7 vaccine (Figures 6N and 6O). Importantly, PPARα inhibition also enhanced the anti-tumor efficacy of PD-1 antibody in the less immunogenic B16/F10 melanoma model (Figure S6A).

### Ablation of DC Abrogates the Therapeutic Efficacy of Immunotherapy Combined with PPARα Blockade

The improved outcome of MC38-OT I tumors treated with GW6471-PD-L1 antibody combination therapy prompted us to test whether DCs play a major role in this anti-tumor effect. MC38-OT I tumors were injected in CD11c-diphtheria toxin receptor (CD11c-DTR) chimeric mice, which lack CD11c^+^ DCs under DT administration (Figure 7A). Strikingly, with DC depleted, the tumor did not respond to combination therapy (Figure 7B), suggesting that the induction of the anti-tumoral immune effect in combination therapy is dependent on DCs. To further verify the role of PPARα signaling in regulating DC function, we sought to use PPARα^−/−^ DCs as a vaccine to treat the tumor. We found that the PPARα^−/−^ DC vaccine offered an improved anti-tumor effect compared with WT DC vaccine in the MC38-OT I tumor model (Figure 7C). Thus, our data collectively demonstrate TDEs, through activating PPARα signaling, conferring DC immune dysfunction. Blocking PPARα signaling with specific inhibitors restores the function of DCs and improves anti-tumor immunotherapy (Figure 7D). Importantly, these findings suggest that targeting PPARα may reverse the immune dysfunctional state of DCs and therefore could be a therapeutic strategy to improve anti-tumor immunotherapy.

## DISCUSSION

In the TME, TIDCs have been viewed as immunologically dysfunctional due to their impaired capacity to present tumor-associated antigen and induce T cell proliferation (Gardner and Ruffell, 2016; Scarlett et al., 2012). Previous studies have suggested that abnormal lipid accumulation (Herber et al., 2010; Ramakrishnan et al., 2014) and metabolic reprogramming to FAO (Dong and Bullock, 2014; Loftus and Finlay, 2016; Sim et al., 2016) are frequently associated with functional defects of DC. This study reveals that TDEs induce DC immune dysfunction by transferring excessive FAs into DC, leading to lipid accumulation and enhanced FAO activity.

Exosomes are an important component in the TME and play a key role in tumor-host crosstalk. They can shuttle bioactive molecules from one cell to another or between different cell types, which fuels the metabolic activity of the recipient cells and therefore leads to extensive metabolic rewiring (Milane et al., 2015). Interestingly, TDEs are highly enriched in FAs compared with NEs, and we found that TDEs (Figure 3C) critically contribute to lipid accumulation in BMDCs. It is possible that, as tumor cells outcompete TIDCs for the availability of glucose in the TME, TIDCs turn to lipids as an alternative energy source, which may be provided by TDEs, the major FA carrier. Due to the limitation of the TDE isolation method used, however, our study does not exclude additional factors such as other microvesicles and soluble proteins in the TME that may cooperate with TDEs to induce DC dysfunction. Tumor cells use a variety of signaling molecules to communicate with DCs (DeVito et al., 2019). For example, tumor cells use paracrine Wnt5a/β-catenin signaling to activate PPARγ in DCs, leading to enhanced FAO and DC dysfunction (Holtzhausen et al., 2015; Zhao et al., 2018). Our present study, together with previous findings, illustrate a complex communicating network that tumor cells use to reprogram local DCs for immune evasion.

In our study, we uncover that the amount of TDEs positively correlates with the degree of DC immune dysfunction in a dose-dependent manner due to the high level of FA content (Figures 2D and 2E). In fact, Herber et al. (2010) have reported that tumoral DCs can uptake FAs directly from tumor explant supernatant by Msr1 to induce lipid-laden DCs. However, our transcriptional analysis showed that TDEs did not increase the expression of Msr1 or CD36 in BMDCs, and that anti-Msr1 and anti-CD36 antibodies did not inhibit the uptake of TDEs by DCs (Figures S3D and S3E), suggesting that Msr1 and CD36 were not involved in TDE-induced lipid accumulation. 

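Msr1 (chromosome 8 of GRCm38, 39581685 to 39642673) was at 326 ± 41.0 CPM (SD, n = 3) in CTR and at 269 ± 5.10 CPM (SD, n = 3) in TDE-treated BMDCs. Its log2 fold change was -0.28 (standard error 0.132, adjusted p = 0.174 from edgeR's quasi-likelihood test), and it was negative in all settings, from -0.38 to -0.08. Cd36 (chromosome 5, 17781690 to 17888801) was at 393 ± 148 CPM (SD, n = 3) in CTR and at 221 ± 9.29 CPM (SD, n = 3) in TDE-treated BMDCs. Its log2 fold change was -0.83 (standard error 0.273, adjusted p = 0.0716 from the same test), from -1.13 to -0.66 over the settings. Adjusted over the list of genes the paper names, fixed in advance, its p-value was 0.0314 and that of Msr1 0.110. DESeq2 called Cd36 lower in TDE-treated BMDCs (adjusted p = 0.036). Without control replicate 1, both genes were called lower, with an adjusted p of 0.00303 for Msr1 and 1.39e-05 for Cd36. Quality weights, chosen after seeing the data, called both lower (0.000480 and 1.7e-07), and offsets fitted to gene length, chosen likewise, called Cd36 lower (0.0467). With the replicate block neither was called (log2 fold changes of -0.27 and -0.79). NE-treated BMDCs had 389 ± 10.1 CPM (SD, n = 3) of Msr1 and 550 ± 40.1 CPM (SD, n = 3) of Cd36. Against NE-treated BMDCs the log2 fold change was -0.53 for Msr1 (adjusted p = 0.0316) and -1.32 for Cd36 (adjusted p = 0.0154). With the replicate block the adjusted p of Msr1 was 0.110 and that of Cd36 stayed under 0.05. Msr1 did not pass with library totals (adjusted p = 0.131), with no filter (0.177), with offsets fitted to gene length, chosen after seeing the data (0.207), or in any of the 6 fits with one library left out (0.0808 to 0.142). Cd36 did not pass in 5 of these 6 fits (0.0609 to 0.0752). All of these settings kept control replicate 1, which is in neither group, in the estimate of the spread. With only the 6 TDE-treated and NE-treated libraries, both genes kept an adjusted p-value under 0.05. That fit gave 6072 differing genes in place of 2095.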

Veglia et al. (2017) have reported that DCs in tumor-bearing hosts or tumor explant supernatant-treated BMDCs are defective in the cross-presentation of long antigen peptide (OVA), but not in the direct presentation of short antigen peptide (OVA_257–264_). Interestingly, we observed that TDEs interfere with both direct presentation (OVA_257–264_) (Figure S2C) and cross-presentation (OVA or OVA_250–264_) of BMDCs (Figures 2C and S2C), suggesting that both TDEs and FAs in the TME may contribute to the lipid accumulation in DCs; however, they influence DC antigen presentation via distinct mechanisms.

High levels of exosome-containing FAs have been suggested to have diverse physiological effects (Haraszti et al., 2016). Mechanistically, our data show that LCFAs in TDEs activate PPARα in DCs, facilitating their switch toward FA catabolism and consequent inhibition of their function. As a master metabolic regulator, PPARα regulates FAO during fasting (König et al., 2009) and is also involved in immune cell functions. Previously, studies have reported that PPARα deficiency also decreases Tregs (Lei et al., 2010) and increases T lymphocyte proliferation (Zhang et al., 2015). In our study, we demonstrate that excess FAs carried by TDEs can be metabolized to produce energy by upregulating mitochondrial FAO via PPARα. However, energy production through mitochondria and FAO rather than glycolysis may lead to elevated reactive oxygen species (ROS) production. This increased production of ROS and subsequent peroxidation produces by-products such as 4-HNE, which triggers endoplasmic reticulum (ER) stress and blocks antigen cross-presentation (Cubillos-Ruiz et al., 2015; Ramakrishnan et al., 2014). In addition, PPARδ, another important member of the PPARs, has been reported to drive DCs toward a phenotype with reduced stimulatory effects on T cells (Jakobsen et al., 2006). However, our study shows that TDEs do not activate PPARβ/δ signaling in DCs.

Given the fact that macrophages also uptake large amounts of TDEs in the TME, we used an anti-CSF1R antibody to deplete macrophages and found that the combination therapy of an anti-PD-L1 antibody and GW6471 remains effective (Figures S6B and S6C). TAM *ex vivo* functional assays showed that GW6471 could not affect the ability of TAMs to prime T cells (Figures S6D and S6E). Moreover, although TDEs also induced BMDM lipid accumulation (Figure S6F), TDEs failed to suppress the immune function of BMDMs (Figure S6G). In sharp contrast, we demonstrate that DCs are necessary for the efficacy of the combination therapy using CD11c-DTR mice. Moreover, the anti-tumor effect of PPARα^−/−^ DC vaccine further suggests the crucial role of PPARα in DC (Figure 7C). Studies using a DC-specific PPARα KO model are warranted to further clarify whether PPARα signaling within the DC population is required to regulate DC immune functions.

In summary, our studies reveal that TDEs, as carriers of FAs, directly increase cytoplasmic lipid levels and turn on the metabolic switch PPARα to induce LD accumulation and FAO, and finally suppress the T cell priming function of TIDCs. In addition, our results provide a promising immunotherapy combination strategy to maximize the induction, expansion, and cytotoxicity of tumor-specific CD8^+^ T cells by restoring the function of TIDCs. As such, targeting PPARα can be exploited to improve DC-based cancer therapy.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead Contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Wei Liang ().

#### Materials Availability

This study did not generate new unique reagents.

#### Data and Code Availability

The accession number for the RNA-seq data reported in this paper is GEO: GSE155881.

### EXPERIMENTAL MODEL AND SUJECT DETAILS

#### Animals

Female BALB/c or C57BL/6 mice (6–8 weeks old) were purchased from Vital River Laboratory Animal Technology (Beijing, China). OT-I T cell receptor-transgenic mice (C57BL/6-Tg (TcraTcrb)1100mjb) whose T cell receptors recognize ovalbumin (OVA) residues 257–264 in the context of H2K^b^ were obtained from the Jackson Laboratory (Bar Harbor, ME, USA). CD11c-DTR mice and GFP-Foxp3 mice were provided by Prof. Yangxin Fu (University of Texas, Southwestern Medical Center, Texas, USA). PPARα knockout mice were obtained from Cyagen Biosciences (China). All animal experiments were performed according to the institutional ethical guidelines on animal care and the protocols used for this study were approved by the Animal Care and Use Committee at the Institute of Biophysics, Chinese Academy of Sciences.

#### Cell lines

Murine breast cancer 4T1 (on BALB/c mice), cervical carcinoma TC-1 (on C57BL/6 mice), colon carcinoma MC38-OT I (harboring ovalbumin 257–264 (referred to as OT-I peptide) antigen), MC38 and melanoma B16/F10 (on C57BL/6 mice) were cultured in 5% CO_2_ and maintained in RPMI 1640 or DMEM medium supplemented with 10% FBS (BI, Isreal) 100 U/ml penicillin, and 100 μg/ml streptomycin. 4T1, TC-1 and B16/F10 were obtained from ATCC, MC38 and MC38-OT I were obtained from the laboratory of Yangxin Fu, and the test for mycoplasma infection were negative.

### METHOD DETAILS

#### Generation of BMDCs or BMDMs

BMDCs or BMDMs were prepared from the femurs of C57BL/6 mice at 8–10 weeks of age and were cultured for 7 days with two replenishments of medium without disturbing the cells. BMDCs were cultured in RPMI 1640 medium with 10% FBS, 0.1% β-mercaptoethanol and 20 ng/ml rmGM-CSF. BMDMs were cultured in RPMI 1640 medium with 10% FBS, 0.1% β-mercaptoethanol and 20 ng/ml rmM-CSF.

#### Preparation of FA Mix

PA (C16:0), SA (C18:0), OA (C18:1) and AA (C20:4n6) were prepared in 96% ethanol with 200 mM stock solutions by heating and constant shaking at 70°C and 37°C, respectively. Then fatty acids (FAs) were diluted 1:10 in prewarmed 10% fatty acid free BSA receiving a final concentration of 20 mM. Immediately, FA-BSA mixture was vortexed for 30 s and incubated while gently shaking for 15 min at 55°C and 37°C. After filtering through a 0.2 μm filter under sterile conditions, the opaque solution obtained limpid appearance again and was stored at −20°C for two months.

#### Cell isolation from tissues

Tumor tissues were collected, minced into small pieces, and digested in 2 mg/ml collagenase Type IV at 37°C for 1 hour. The digested tumor tissues were then filtered through a 70 μm cell strainer to make a single-cell suspension. DCs or macrophages from tumor were sorted by FACS Aria (BD, San Jose, CA, USA).

#### Exosome purification and characterization

Tumor cells were cultured in RPMI 1640 media supplemented with 10% exosome-depleted FBS (BI, Israel). Supernatant of tumor cells culture was collected 48 hours after cell reached 80% confluence. Then the supernatant was centrifuged at 4000 rpm for 2 hours to remove cell debris, followed by 4000 rpm centrifuge for 30 min using 100 KDa MWCO to make the exosome-concentrated solution. The exosome was isolated by exosome quick extraction solution. The protein content of exosome was determined by BCA protein assay kit. The characterization of exosomes was confirmed by measuring expression of exosome-specific markers ALIX, HSP70, TSG101, CD81 and CD9 (SBI) by western blot analysis and Transmission Electron Microscopy (FEI spirit 120kV, USA). Exosomes were labeled with PKH67 membrane dye at 37°C for 5 minutes, and analyzed by confocal microscope (FV1000, Olympus). All the unspecified exosomes used in this study were from either TC-1 or MC38 tumor cells.

#### Flow cytometry and antibodies

TIDCs, spleen DCs, BMDCs or other cells were stained for surface markers using CD11c-APC, CD45-BV605, MHC II-PE/Cy7, PE-CD11b, Ly6C-Percp/Cy5.5, F4/80-BV785 followed by staining with BODIPY 493/503 at 0.5 μg/ml in PBS or LipidTOX^™^ Deep Red neutral lipid stain for 15 minutes at room temperature in the dark. For intracellular staining, cells were stimulated with 100 ng/ml PMA and 0.5 μg/ml ionomycin at 37°C for 5 hours, adding Brefeldin A (10 mg/ml) to accumulate intracellular cytokines. All the experiments were performed on FACSCalibur and FACSAria IIIu (BD Biosciences, San Jose, CA, USA) and analyzed with FlowJo 7.6.1 software (BD).

#### Lentiviral Transduction

For exosome tracing studies, 293T cells were transfected with 5 μg of the plasmids (pCT-CD9-GFP (SBI):psPAX2:pMD2.G (Addgene) = 4:3:1) and with 7.5 μL Lipofectamine 3000 (Invitrogen) for the production of retrovirus. Then, TC-1 or MC38 cells were transduced with this lentiviral vector pCT-CD9-GFP. Transfection efficiency was analyzed by flow cytometry.

#### T cell proliferation assays

CD8^+^ T cells were harvested from OT-I transgenic mice and purified by magnetic beads. 5 × 10^4^ BMDCs or BMDMs were pulsed with 2 mg/ml endotoxin-free OVA in the presence or absence of exosomes with or without inhibitors, unless indicated otherwise. After 48 hours of incubation, BMDCs or BMDMs were washed off the antigen. 2 × 10^5^ CFSE-labeled OT-I CD8^+^T cells were incubated with the BMDCs (Ratio of DC: T = 1:8) or BMDM (Ratio of BMDM: T = 1:10). After 3 days co-incubation, proliferation of CD8^+^ T cells were analyzed by double gating on CD8 and CFSE.

#### Generation of Treg

CD4^+^ T cells were isolated from GFP-Foxp3 transgenic mice and purified by magnetic beads. 2 × 10^4^ BMDCs were treated with or without exosomes in presence or absence of inhibitor for 48 hours. Then washed BMDCs were cultured with purified CD4^+^ T cells (Ratio of DC: T = 1:10). On day 3, 100 U/ml IL-2 was added, and on day 7, percentage of Tregs (CD4^+^GFP^+^) were analyzed by flow cytometry.

#### IFN-γ ELISPOT and ELISA

Draining LNs from MC38-OT-I tumor-bearing mice were isolated and single-cell suspensions were prepared. 5 × 10^4^ cells were assayed per well, stimulated with 20 μg/ml OT-I peptide (SIINFEKL) or not. 48 hours later, spots indicating IFN-γ-producing T cells were enumerated by ImmunoSpot Analyzer (CTL). IFN-γ in supernatants were detected by ELISA method.

#### Tumor Models

Tumor cells were subcutaneously injected at 2 × 10^4^ cells per mouse (in 4T1 tumor model), at 5 × 10^4^ cells per mouse (in TC-1 tumor model), at 1.2 × 10^5^ cells per mouse (in B16/F10 tumor model), at 2.5 or 5 × 10^5^ cells per mouse (in MC38 or MC38-OT-I tumor model). Mice were randomized to treatment groups when tumors reached certain sizes. Tumor volumes were measured twice a week and calculated as length × width × width/2. All animal experiments were performed according to the institutional ethical guidelines on animal care and the protocols used for this study were approved by the Animal Care and Use Committee at the Institute of Biophysics, Chinese Academy of Sciences.

#### Bone marrow chimeras and dendritic cell depletion

To generate bone marrow chimeras, WT C57BL/6 mice were sublethally irradiated at 10 Gy. 24 hours later, bone marrow cells in femurs of donor mice were harvested, washed, resuspended in PBS and i.v injection into the irradiated mice. For CD11c-DTR bone marrow chimera construction, 5 × 10^6^ cells per mouse were injected. For depletion of DC, diphtheria toxin (500 ng/dose/mouse) was administered i.p. to CD11c-DTR chimeras every other day before treatment (Spranger et al., 2017).

#### RNA-Seq and bioinformatics analysis

To assess the level of gene expression, RNA was extracted from purified CTR, TDE-treated and NE-treated BMDCs with TRIzol re-agent (Invitrogen). After the quality of the total RNA was verified with an Agilent 2100 Bioanalyzer, the samples were processed using Illumina Novaseq 6000 system. This system incorporates oligo(dT) and random primers for amplification at the 3′ end throughout the whole transcriptome. The RNA-Seq raw data were processed through the standard RNA-Seq analysis pipeline. Briefly, read alignment was examined using TopHat2 version 2.1.1 (http://ccb.jhu.edu/software/tophat/in). Differential-expression analysis was carried out with DESeq2 version 1.24.0 http://bioconductor.org/about/removed-packages/) in R v.3.3.1 (http://cran.r-project.org/). Genes were considered to be differentially expressed if the adjusted *P* was less than 0.05. Metabolic pathways were defined by MAJOBIO CLOUD (https://cloud.majorbio.com) after initial gene set comparison. The identified gene set involved in a specific metabolic pathway was further analyzed with GSEA (https://www.broadinstitute.org/gsea/index.jsp).

#### Cellular energy metabolism analysis

DC energy metabolism was measured using the XF^e^24 extracellular flux analyzer (Agilent). In brief, 3 × 10^5^ BMDCs per well were treated with or without exosomes for 48 hours prior to XF analysis. For standard OCR analysis, XF media (with 10mM glucose) was used to wash cells, a final concentration of 1 μM oligomycin, 1.5 μM FCCP, 100 nM rotenone and 1 μM of antimycin-A were injected through XF^e^24 port A-C. To determine the rate of mitochondrial FAO, BMDCs were co-cultured with or without exosomes and GW6471 for 48 hours and subsequently seeded at equal densities in substrate-limited medium (DMEM with 0.5 mM glucose, 1 mM glutamine, 0.5 mM carnitine and 1% FBS) and incubated overnight. 45 minutes before the beginning of OCR measurement, the cells were changed into FAO Assay Medium (111 mM NaCl, 4.7 mM KCl, 2 mM MgSO_4_, 1.2 mM Na_2_HPO_4_, 2.5 mM glucose, 0.5 mM carnitine and 5 mM HEPES). After the baseline OCR is stabilized in FAO Assay Medium, ETO (100 μM) was added to reveal the amount of FAO-associated OCR (subtracting post-ETO OCR from basic OCR). Lactate in supernatants was detected by Lactate Colorimetric/Fluorometric Assay Kit, according to the manufacturer’s instructions.

#### Lipidomics studies

To compare the fatty acids in TDEs versus TDE-treated BMDCs, lipid extraction and methylation of fatty acids were performed as published by Yi,L previously (Yi et al., 2007). All GC–MS/MS analyses were performed by an Agilent 7890A series GC system coupled with an Agilent 7000B QqQMS (Agilent Technologies Inc., USA). A sample of 1.0 μL was injected, and the injection mode was splitless, the scan range was set at m/z 50–550 in the full scan mode. The library search and mass spectral matching were conducted using NIST11.L. Calculation of peak area was performed using Agilent Mass Hunter quantitative software.

To compare the fatty acids in TDEs and NEs, the lipids in exosomes were extracted using the improved Bligh/Dyer extraction method (Lu et al., 2019). Then the samples were reconstituted in the isotope mixed standards, followed by analysis on Exion UPLC-QTRAP 6500 Plus LC/MS (Sciex) in electrospray ionization (ESI) mode with the conditions optimized as follows: curtain gas = 20, ion spray voltage = 5500 V, temperature = 400°C, ion source gas 1 = 35, Ion source gas 2 = 35. Using Phenomenex Luna silica 3 μm (inner diameter 150×2.0mm) chromatography column to separate lipids. Mass spectrometry multiple reaction monitoring is used for various forms of lipid identification and quantitative analysis (Lam et al., 2018) (supported by Lipidall Technologies Company Limited).

### QUANTIFICATION AND STATISTICAL ANALYSIS

#### Statistical Analysis

All statistical analysis was performed using GraphPad Prism 8 (GraphPad). The variations of data were evaluated as mean ± SEM or mean ± SD. The statistical significance of the differences between two groups was measured by the unpaired 2-tailed Student’s t test, and one-way or two-way ANOVA were performed for multi-group comparisons. A value of p < 0.05 was considered statistically significant (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001).

## Supplementary Material

1

2

3

4

## Figures and Tables

**Figure 1.**
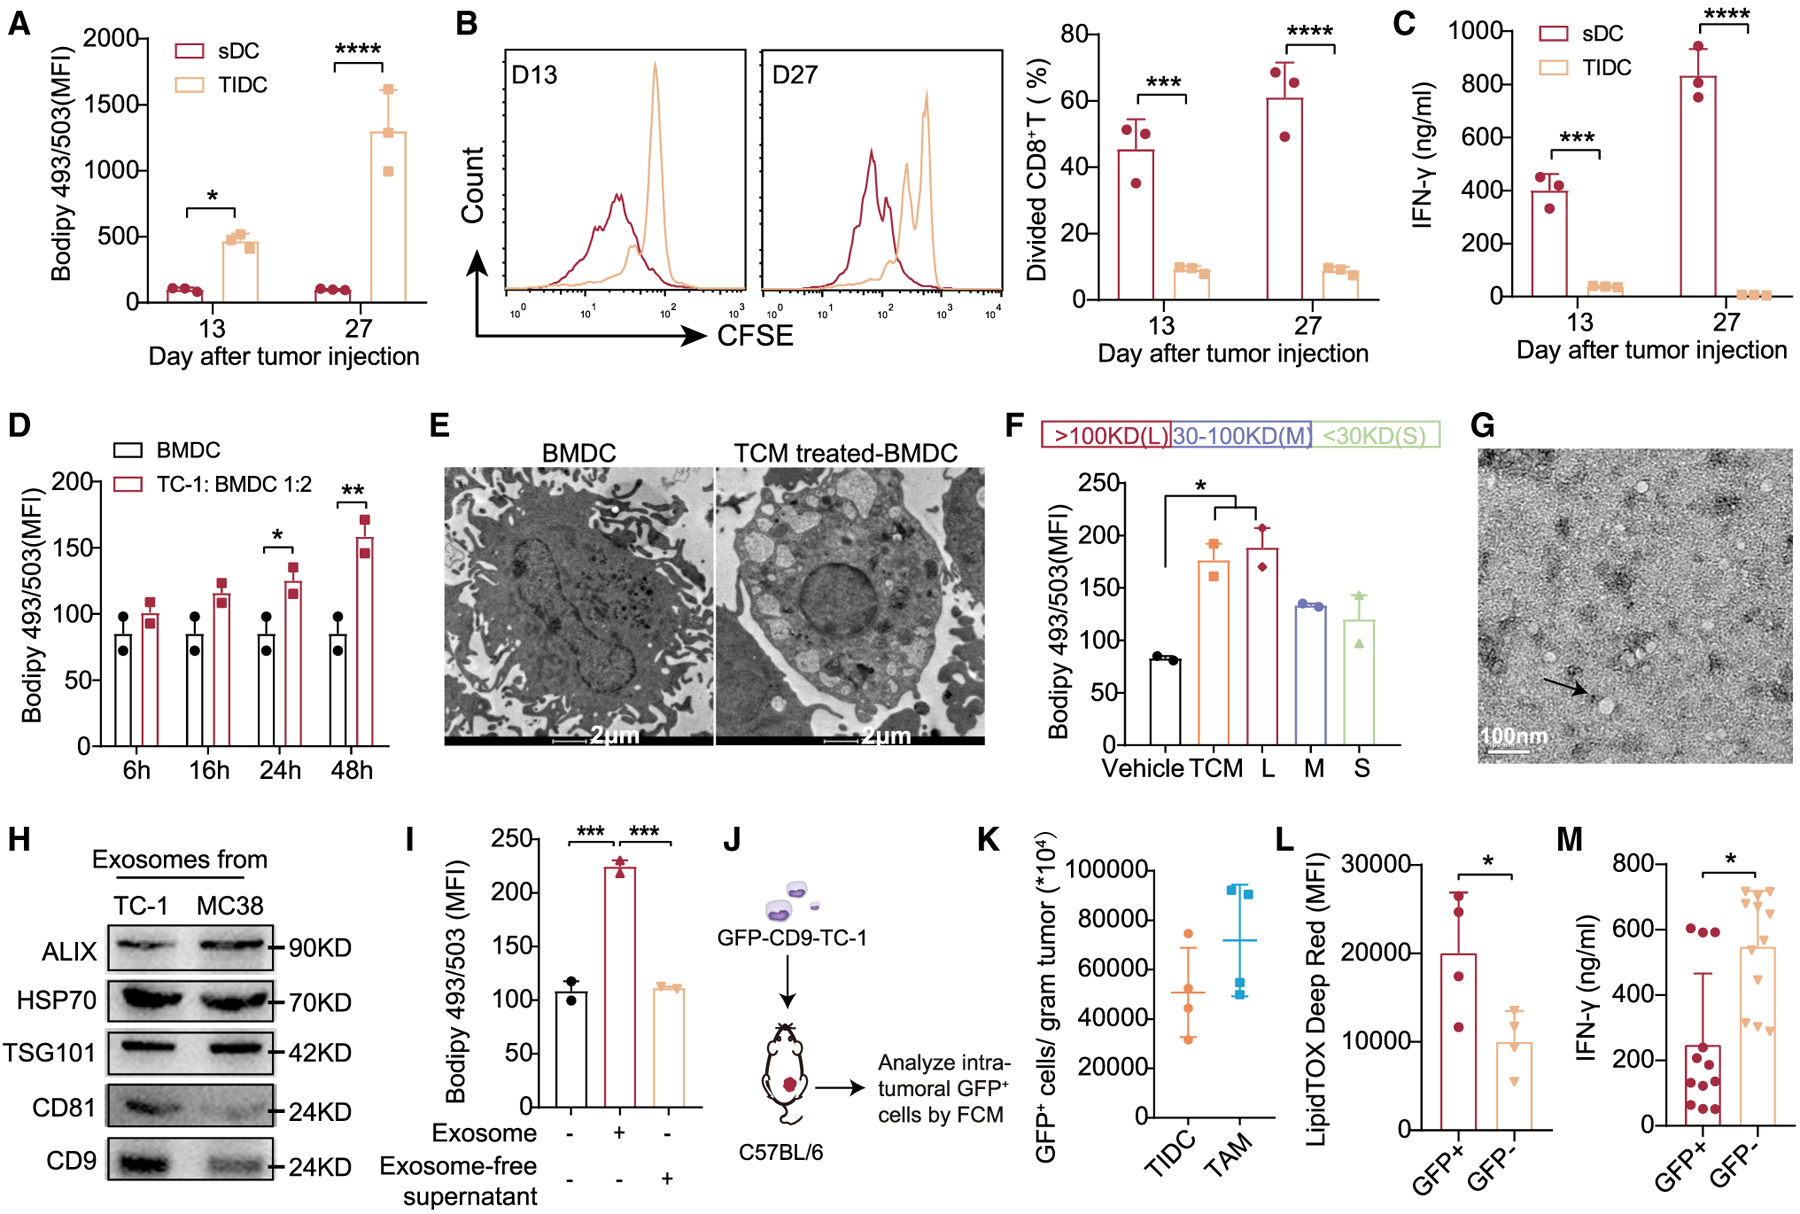
Tumor-Derived Exosomes (TDEs) Promote Lipid Accumulation in Dendritic Cells (DCs) In the MC38-OT I tumor model, DCs (CD45^+^MHC II^+^CD11c^+^ F4/80^−^) in spleen (sDCs) and in tumor (TIDCs) were analyzed on days 13 and 27 (n = 3 per group). (A) Intracellular lipid in sDCs and TIDCs. (B and C) The proliferation and function of OT I CD8^+^ T cells primed by sDCs or TIDCs were evaluated by CFSE dilution (B) and IFN-γ production (C). (D) Intracellular lipid levels in BMDCs co-cultured with or without TC-1 tumor cells. (E) Lipid droplets in BMDCs were photographed by transmission electron microscopy (TEM). Scale bar, 2 μm. (F) Tumor cell medium (TCM) was separated with an MWCO filter (30 and 100 kDa cutoff). Intracellular lipid levels in BMDCs after incubation with different fractions for 24 h. (G) TEM analysis of exosomes secreted by TC-1 cancer cells. Scale bar, 100 nm. (H) Western blot analysis of exosome markers. (I) Intracellular lipid levels in BMDCs treated with tumor-derived exosomes (400 μg/mL) or exosome-free supernatant for 24 h. (J) Scheme of analysis. (K) GFP^+^ cells/gram tumor tissue of TIDCs and TAMs were measured (n = 4 per group). (L) Intracellular lipid levels in TIDCs. (M) Isolated GFP^+^ and GFP^−^ TIDCs were co-cultured with OT I CD8^+^ T cells for 3 days to detect IFN-γ production by ELISA. Each dot represents technical repeats. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. (A)–(D) were analyzed with 2-way ANOVA. (F) and (I) were analyzed with 1-way ANOVA. (K)–(M) were analyzed with 2-tailed t test. Error bars represent SEMs. The error bars represent SDs for (C) and (M), and SEM for all of the others. Each dot represents an individual mouse in (A)–(D), (F), (I), and (K)–(M). Representative of 3 independent experiments in (F) and 2 independent experiments in (I). See also Figures S1 and S6.

**Figure 2.**
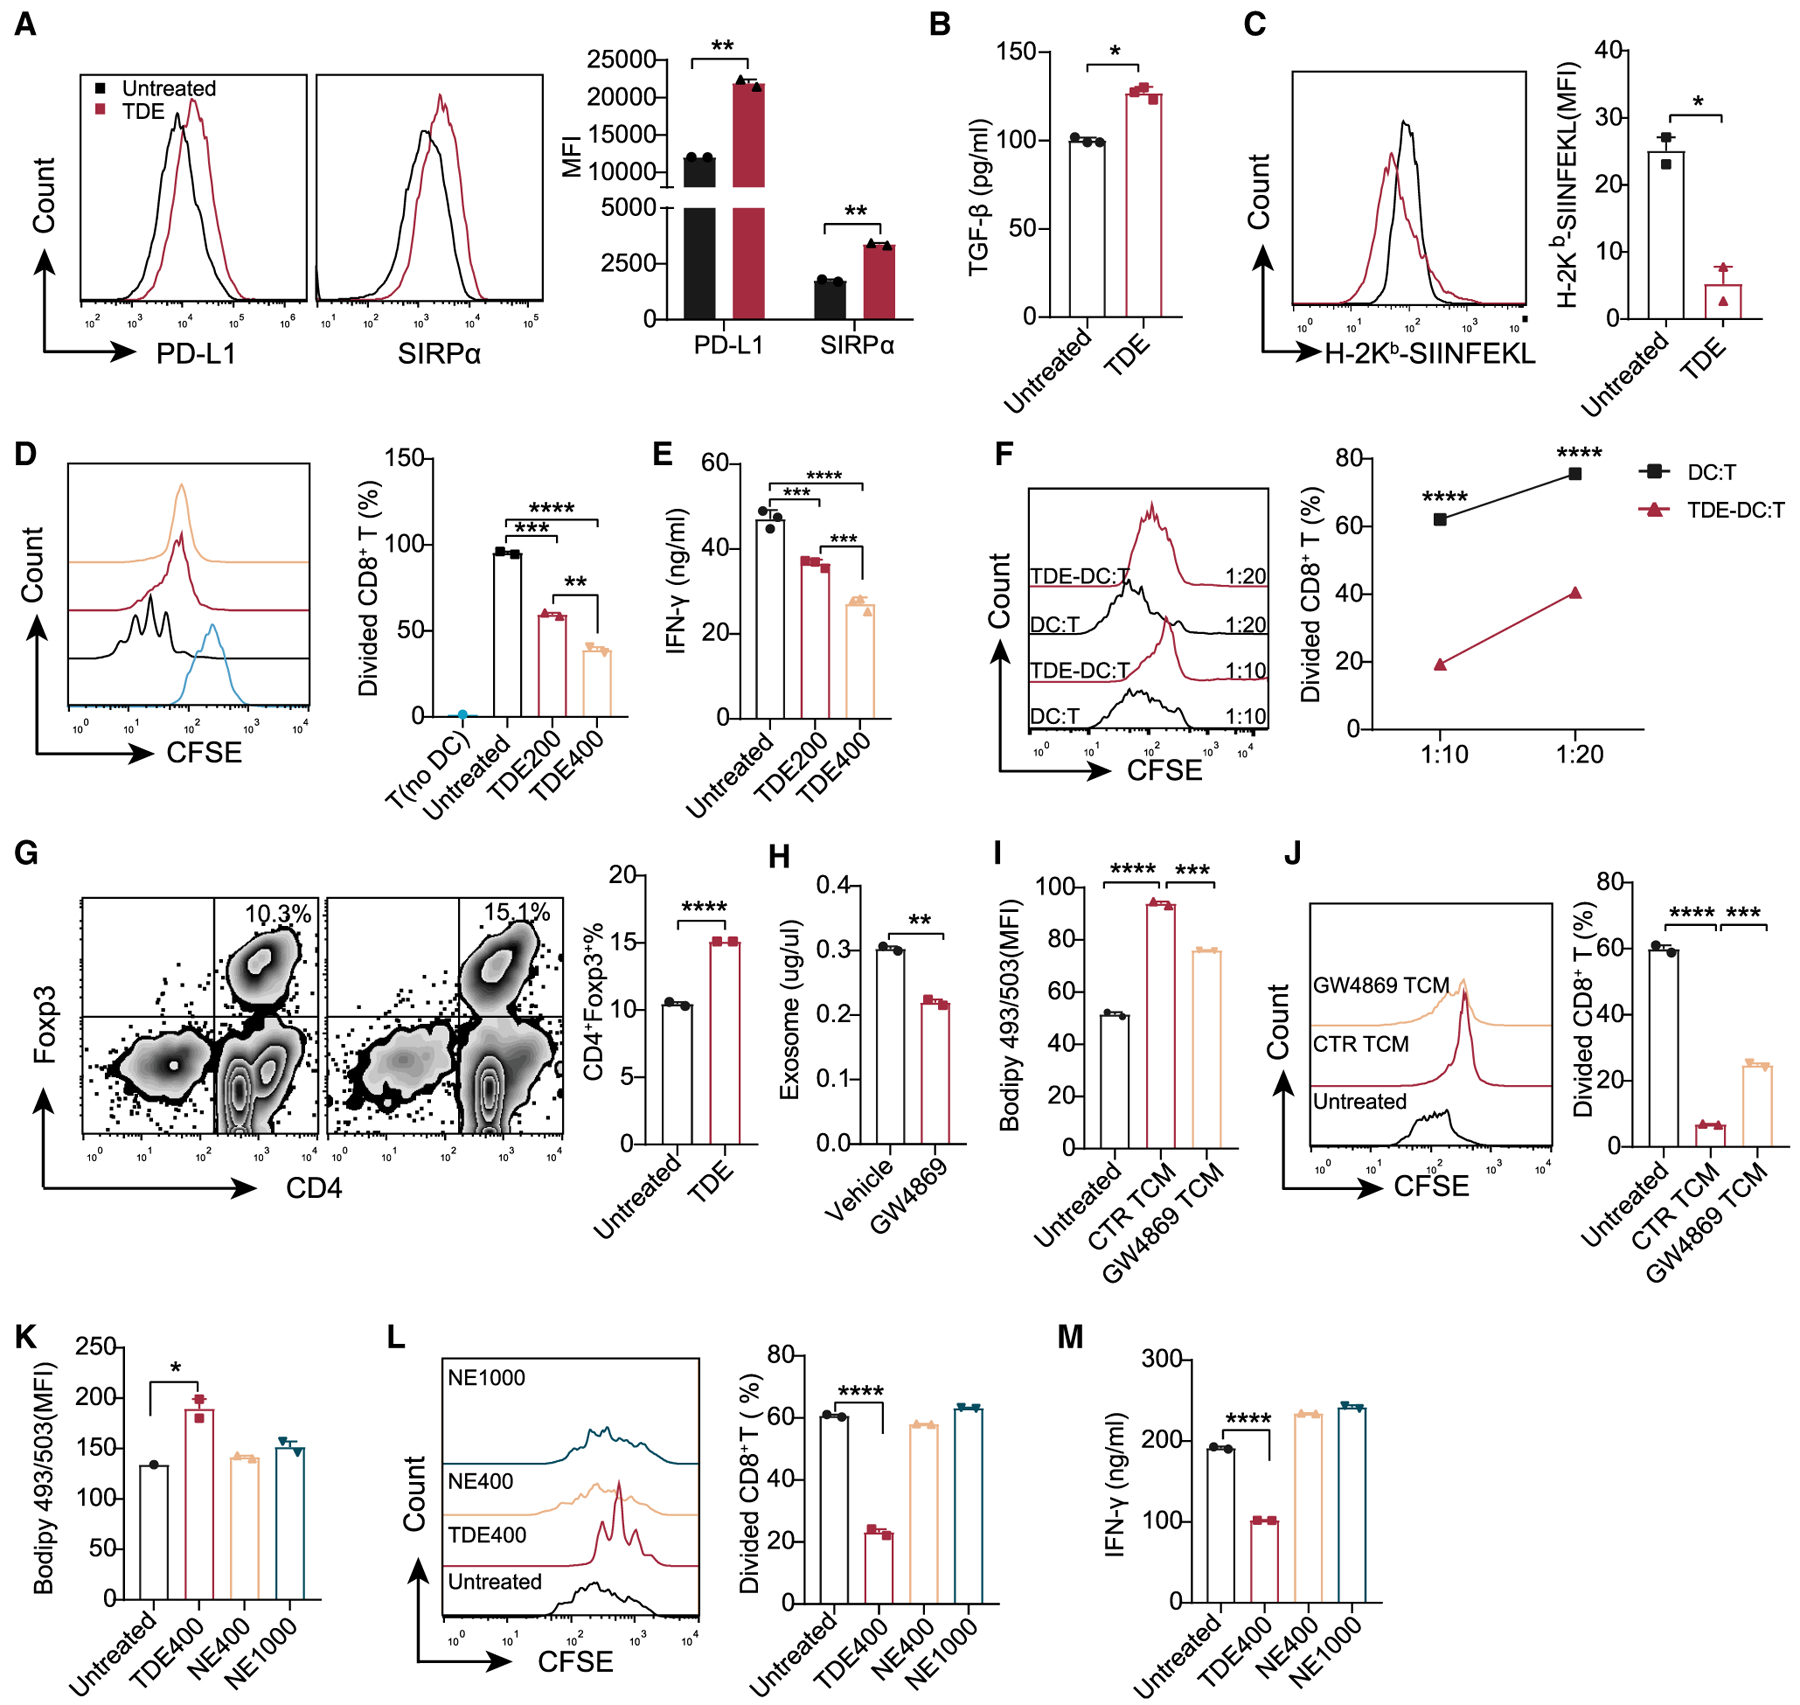
TDEs Mediate DC Dysfunction BMDCs were treated with or without TDEs (400 μg/mL) for 24 h. (A) Fluorescence-activated cell sorting (FACS) analysis of PD-L1 and SIRPα. (B) Secreted TGF-β was analyzed by ELISA. (C) BMDCs were treated with 2 mg/mL OVA in the presence or absence of TDEs (200 μg/mL) for 24 h. H-2K^b^-SIINFEKL on the surface of BMDCs was assessed by the 25.D1 antibody. (D and E) BMDCs were treated with 2 mg/mL OVA in the presence or absence of TDEs for 48 h, followed by antigen removal, and co-cultured with OT I CD8^+^ T cells for 3 days. Proliferation (D) and IFN-γ production (E) of OT I CD8^+^ T cells were analyzed. T, undivided OT I cells as a negative control. (F) Inhibition of CD8^+^ T cell proliferation by TDE-treated BMDCs. (G) Generation of Tregs (CD4^+^Foxp3^+^) by TDE-treated BMDCs. (H) Quantitative analysis of exosomes in the supernatant of MC38 cells treated with DMSO or 10 μM GW4869 (48 h). (I and J) BMDCs were treated with the TCM collected in (H) for 24 h. The intracellular lipid level (I) and proliferation of OT I CD8^+^ T cells (J) were analyzed. (K–M) BMDCs were treated with TDEs (400 μg/mL) or non-cancerous cell-derived exosomes (NEs, 400 or 1,000 μg/mL) for 24 h. The intracellular lipid levels in BMDCs (K), proliferation (L), and IFN-γ production (M) of CD8^+^ T were analyzed. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. (B), (C), (G), and (H) were analyzed with 2-tailed t test. (A) was analyzed with 2-way ANOVA. The other data were analyzed with 1-way ANOVA. The error bars represent SEMs. The error bars of (B), (E), and (M) represent SDs. Representative of 4 independent experiments in (D) and (E), 3 independent experiments in (A) and (K)–(M), and 2 independent experiments in (B), (C), (F), and (G). See also Figure S2.

**Figure 3.**
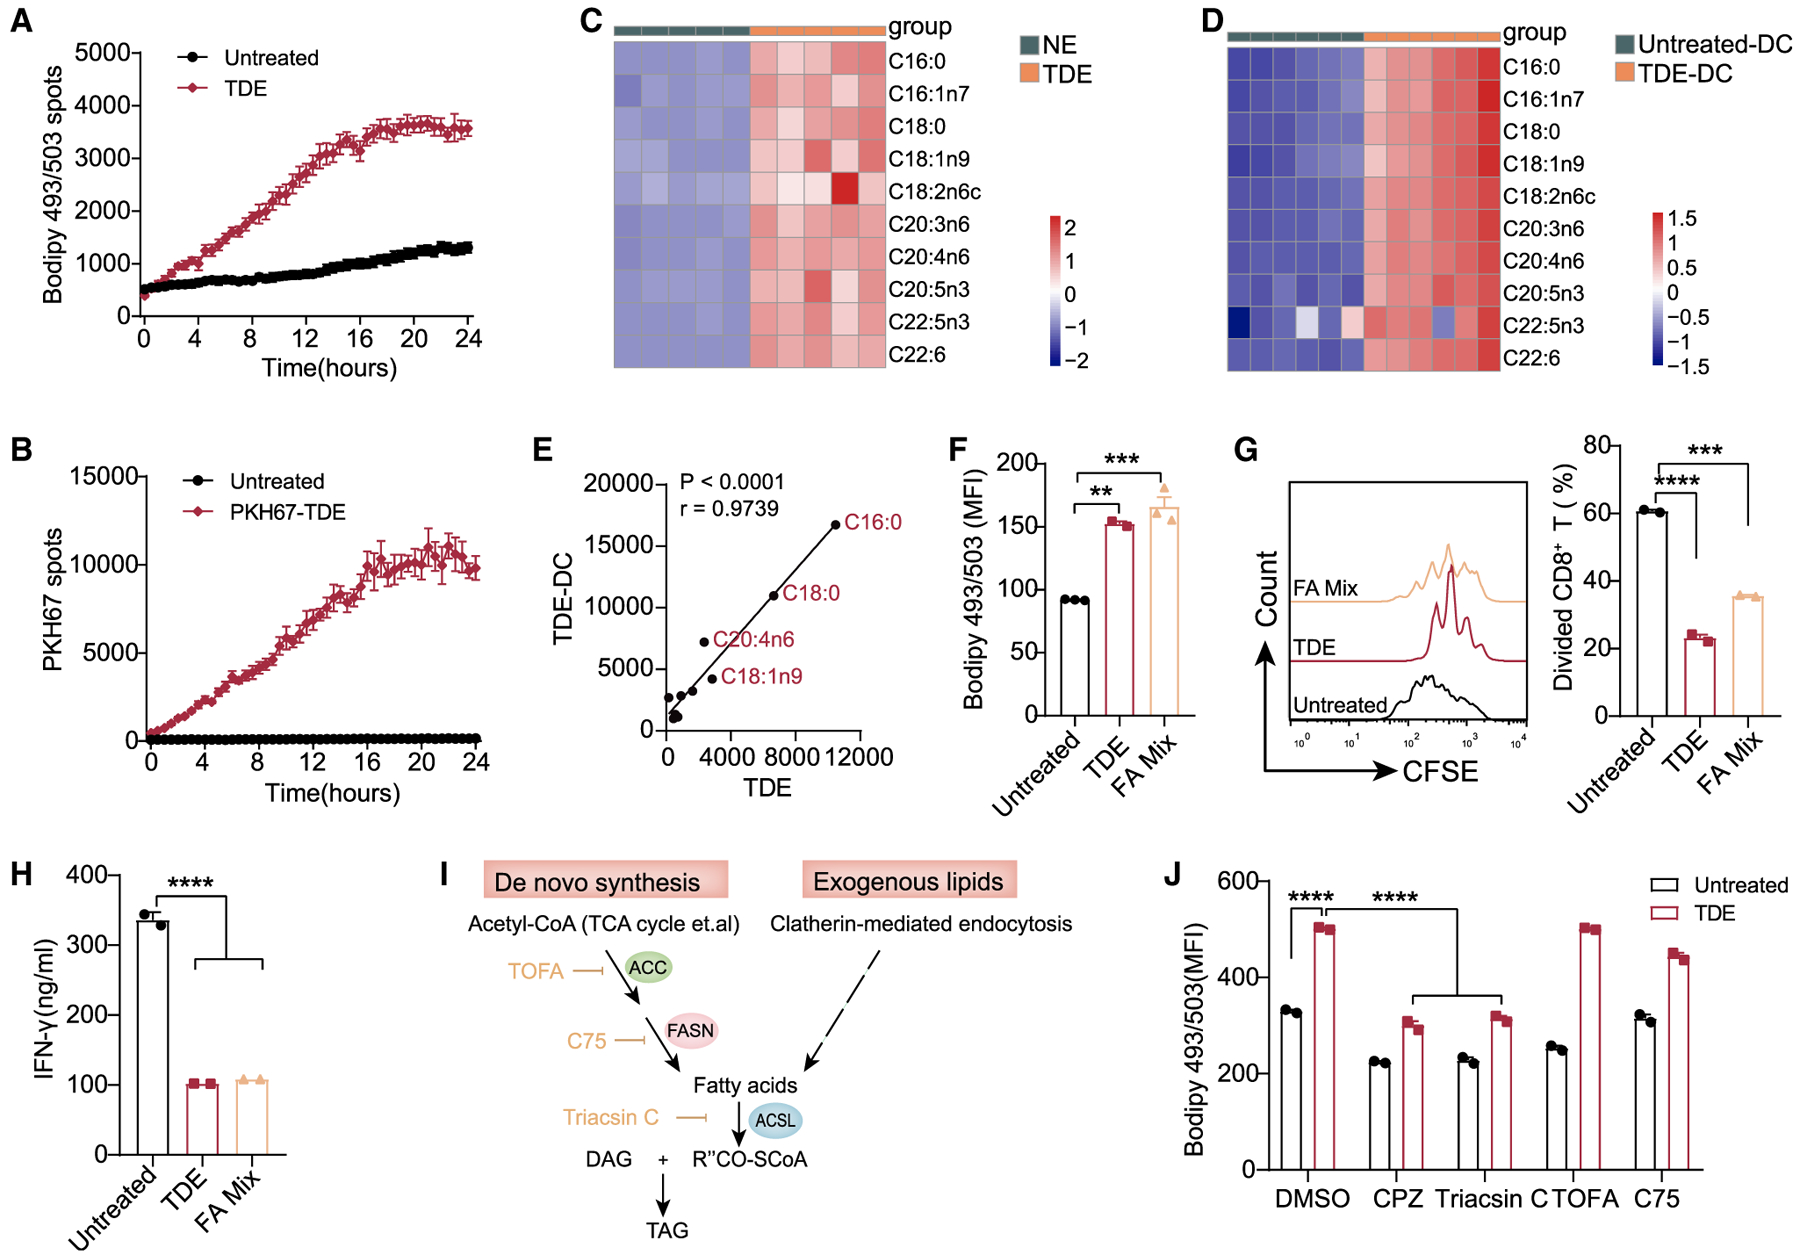
Fatty Acids (FAs) Derived from TDEs Induce Intracellular Lipid Accumulation in DCs (A) The real-time intracellular lipid content change was detected by Bodipy 493/503 and recorded every 30 min by Opera Phenix High Content Screening System (also shown in Video S1). (B) The uptake of TDEs was indicated by PKH67 and recorded every 30 min by Opera Phenix High Content Screening System (also shown in Video S2). (C) Lipidomics analysis of TDEs and NEs. (D) Lipidomics analysis of BMDCs cultured with or without TDEs (400 μg/mL) for 48 h. (E) Correlation analysis of FAs between TDEs and TDE-treated DCs. (F) Intracellular lipid levels in BMDCs treated with TDEs (400 μg/mL) or with FA mix (C16:0 30 μM, C18:0 15 μM, C18:1n9 15 μM, and C20:4n6 20 μM) for 24 h. (G and H) Proliferation (G) and IFN-γ production (H) of CD8^+^ T were analyzed. (I) Schematic diagram showing the triglyceride synthesis. ACC, acetyl-CoA carboxylase; ACSL, long-chain acyl-CoA synthetase; DAG, diacylglycerol; FASN, FA synthase; TAG, triglyceride. (J) Intracellular lipid levels in BMDCs cultured with or without TDEs (400 μg/mL) for 24 h in the presence of DMSO, chloropromazine (CPZ) (40 μM), triacsin C (15 μM), TOFA (5 μg/mL), and C75 (30 μM). **p < 0.01; ***p < 0.001; ****p < 0.0001. (J) was analyzed with 2-way ANOVA. Other data were analyzed with 1-way ANOVA. The error bars represent SEMs. The error bars of (H) represents SDs. Representative of 3 independent experiments in (F)–(H), and (J). See also Figure S3.

**Figure 4.**
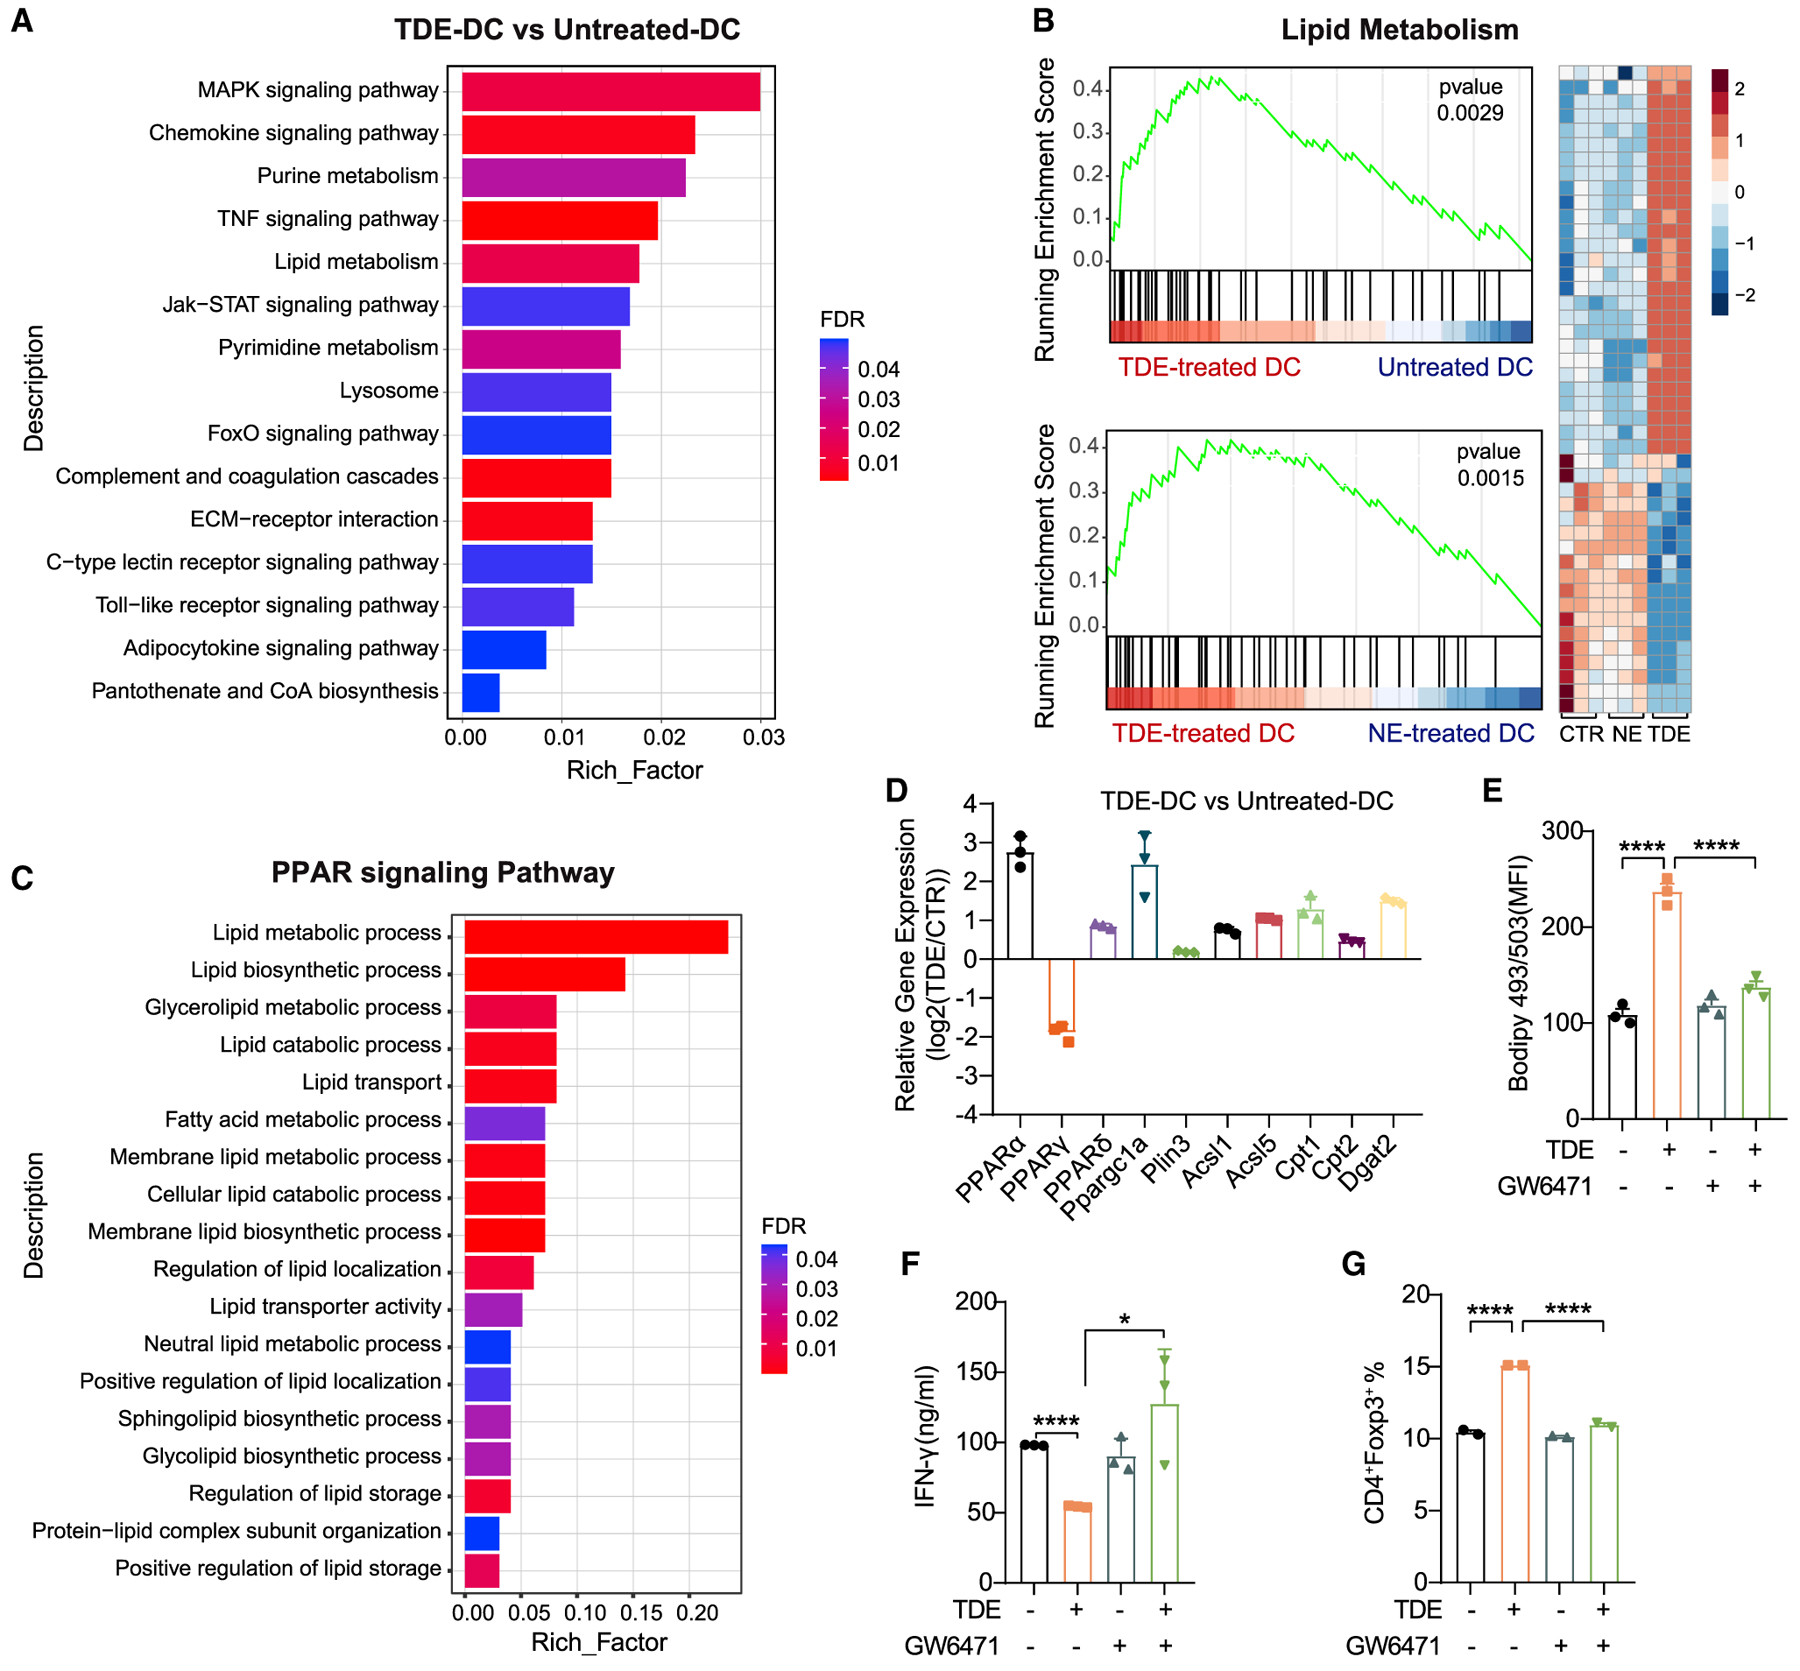
TDE-Mediated PPARα Activation Triggers DC Lipid Accumulation and Dysfunction (A) Pathways enrichment analysis (Kyoto Encyclopedia of Genes and Genomes [KEGG]) in TDE-treated DCs compared with control DCs. (B) GSEA enrichment plots of lipid metabolism pathways in TDE-treated DCs compared with control DCs (top) or NE-treated DCs (bottom). Red represents a high expression level and blue indicates a low expression level. The heatmap represents each involved gene (right). (C) Pathway enrichment analysis by Gene Ontology (GO) focusing on PPAR signaling pathway between TDE-treated DCs and untreated DCs. (D) Expressions of the indicated transcripts were assessed by RNA-seq. (E) BMDCs were incubated with or without TDEs (400 μg/mL) in the presence or absence of GW6471 (15 μM) for 48 h. Lipid content was assessed. (F) The production of IFN-γ by CD8^+^ T cells was assessed. (G) Generation of Tregs (CD4^+^Foxp3^+^) was analyzed by flow cytometry. *p < 0.05; ****p < 0.0001. Data were analyzed with 1-way ANOVA. The error bars represent SEMs. The error bar of (F) represents SDs. Representative of 3 independent experiments in E) and (F), and 2 independent experiments in (G). See also Figure S4.

**Figure 5.**
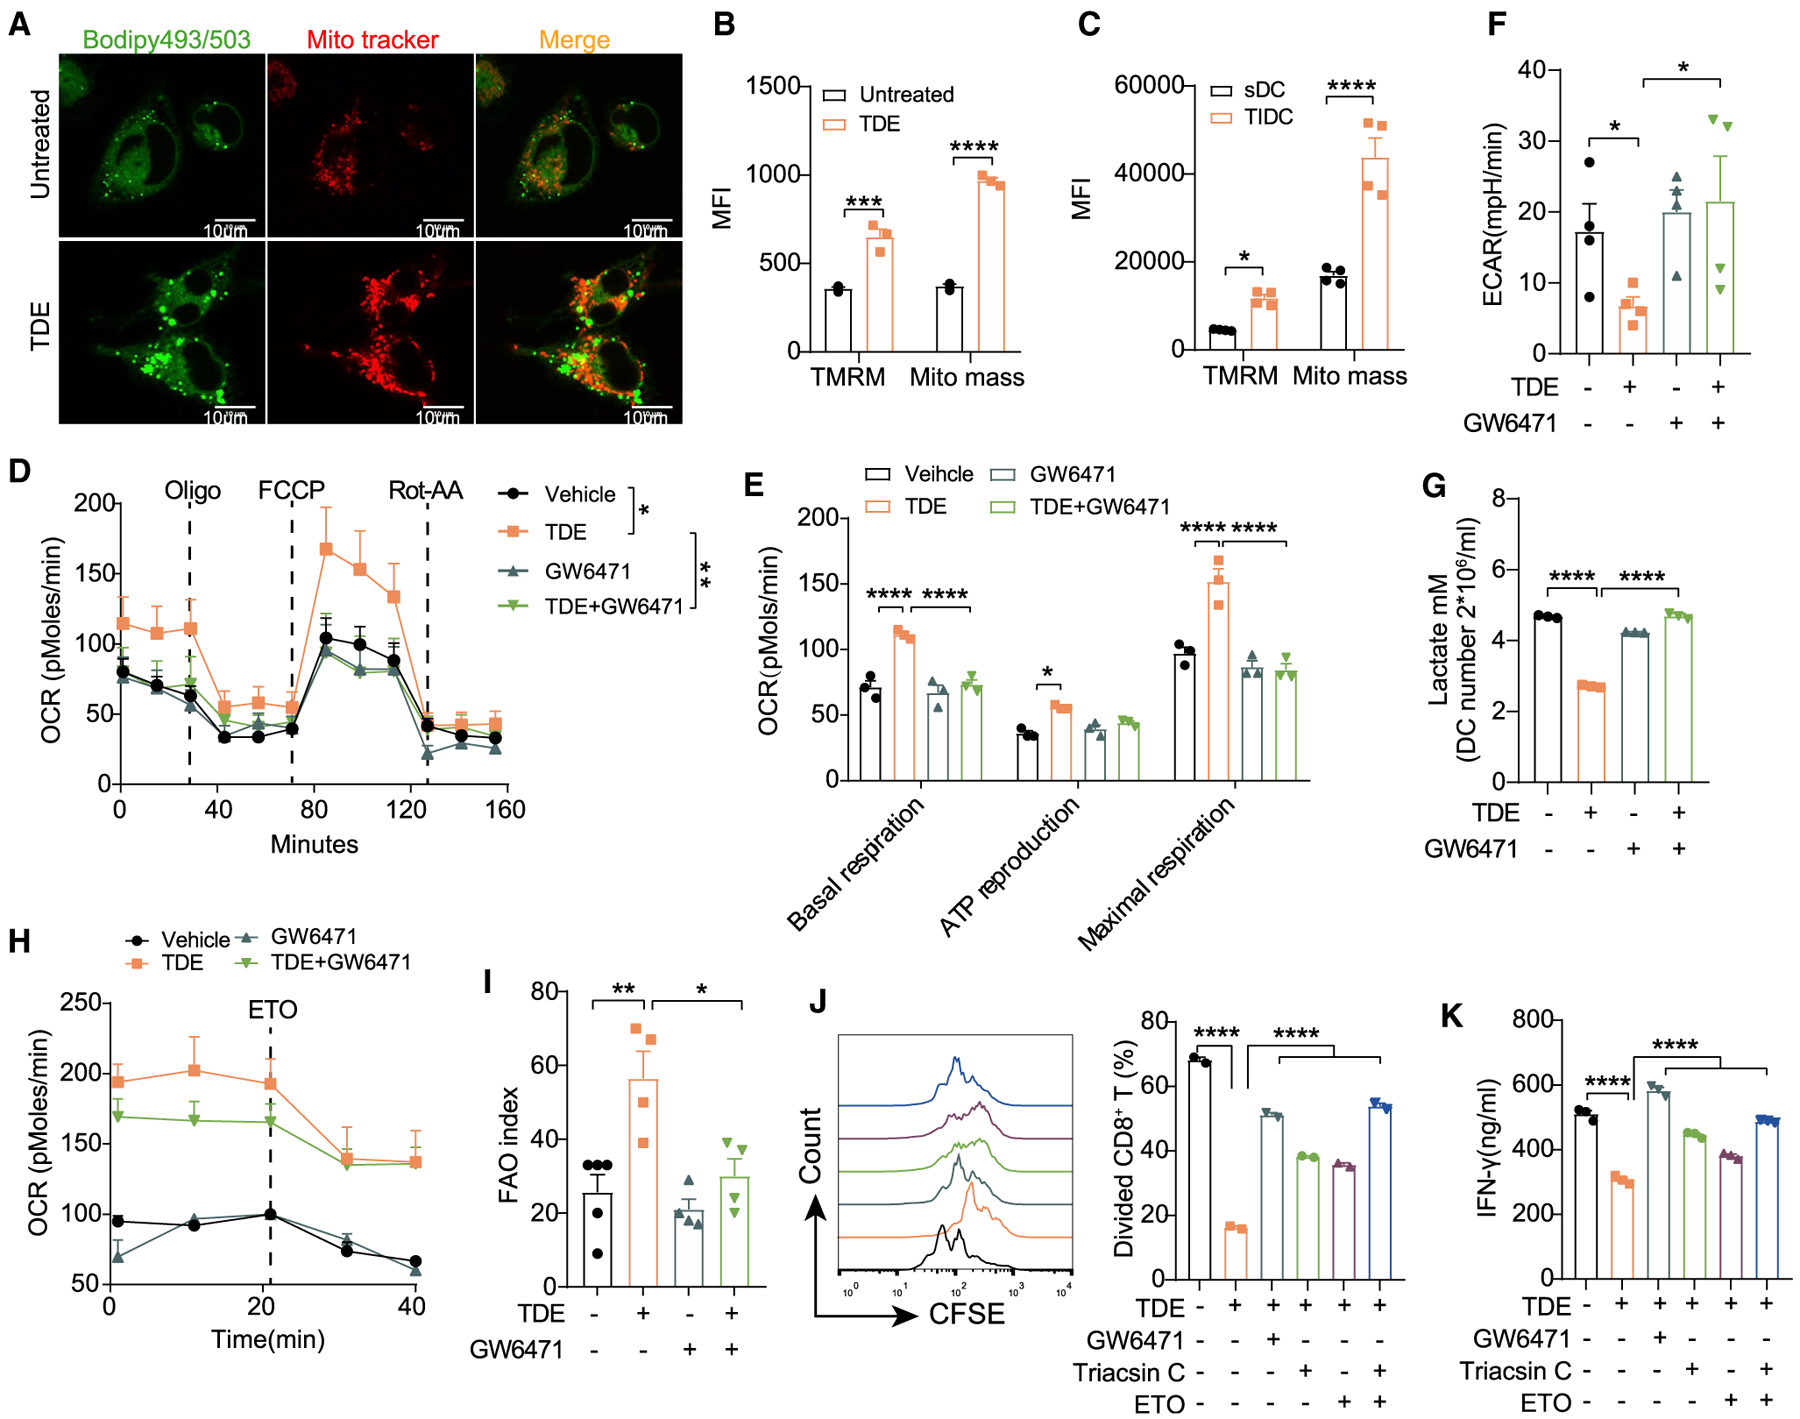
PPARα Activation Reprograms the Lipid Metabolism of DCs (A) Representative confocal images show the intracellular lipid level and mitochondrial mass of BMDCs treated with or without 400 μg/mL TDEs for 24 h. Scale bar, 10 μm. (B and C) Mitochondrial membrane potential (TMRM) and mitochondria mass were analyzed in BMDCs treated with or without 400 μg/mL TDEs (B), and sDCs versus TIDCs from MC38-OTI tumor-bearing mice (C). (D–F) BMDCs pre-treated with or without TDEs (400 μg/mL) in the presence or absence of GW6471 (15 μM) for 48 h; the OCR (D) and ECAR (F) were recorded. The basal respiration, ATP reproduction, and maximal respiration (E) were calculated based on the data in (D). TDE + GW6471 indicates BMDCs treated with TDEs and GW6471. (G) BMDCs were treated as in (D), and the lactate production was measured. (H) BMDCs were treated as in (D), and the FAO activity in BMDCs was recorded. (I) The amount of OCR derived from FAO was quantified as the response of BMDCs to ETO (Etomoxir) treatment. (J and K) BMDCs were treated with 2 mg/mL OVA in the presence or absence of TDEs (400 μg/mL) plus GW6471 (15 μM), Tracsin C (15 μM) or ETO (40 μM) for 48 h, followed by antigen removal and co-culture with OT I CD8^+^ T cells for another 3 days. Proliferation (J) and IFN-γ production (K) of OT I CD8^+^ T cells were analyzed. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. (B)–(E) were analyzed with 2-way ANOVA. Other data were analyzed with 1-way ANOVA. The error bars represent SEMs. The error bars of (G) and (K) represent SDs. Representative of 3 independent experiments in (D)–(F) and 2 independent experiments in (B), (C), (G), (H), (J), and (K). See also Figure S5.

**Figure 6.**
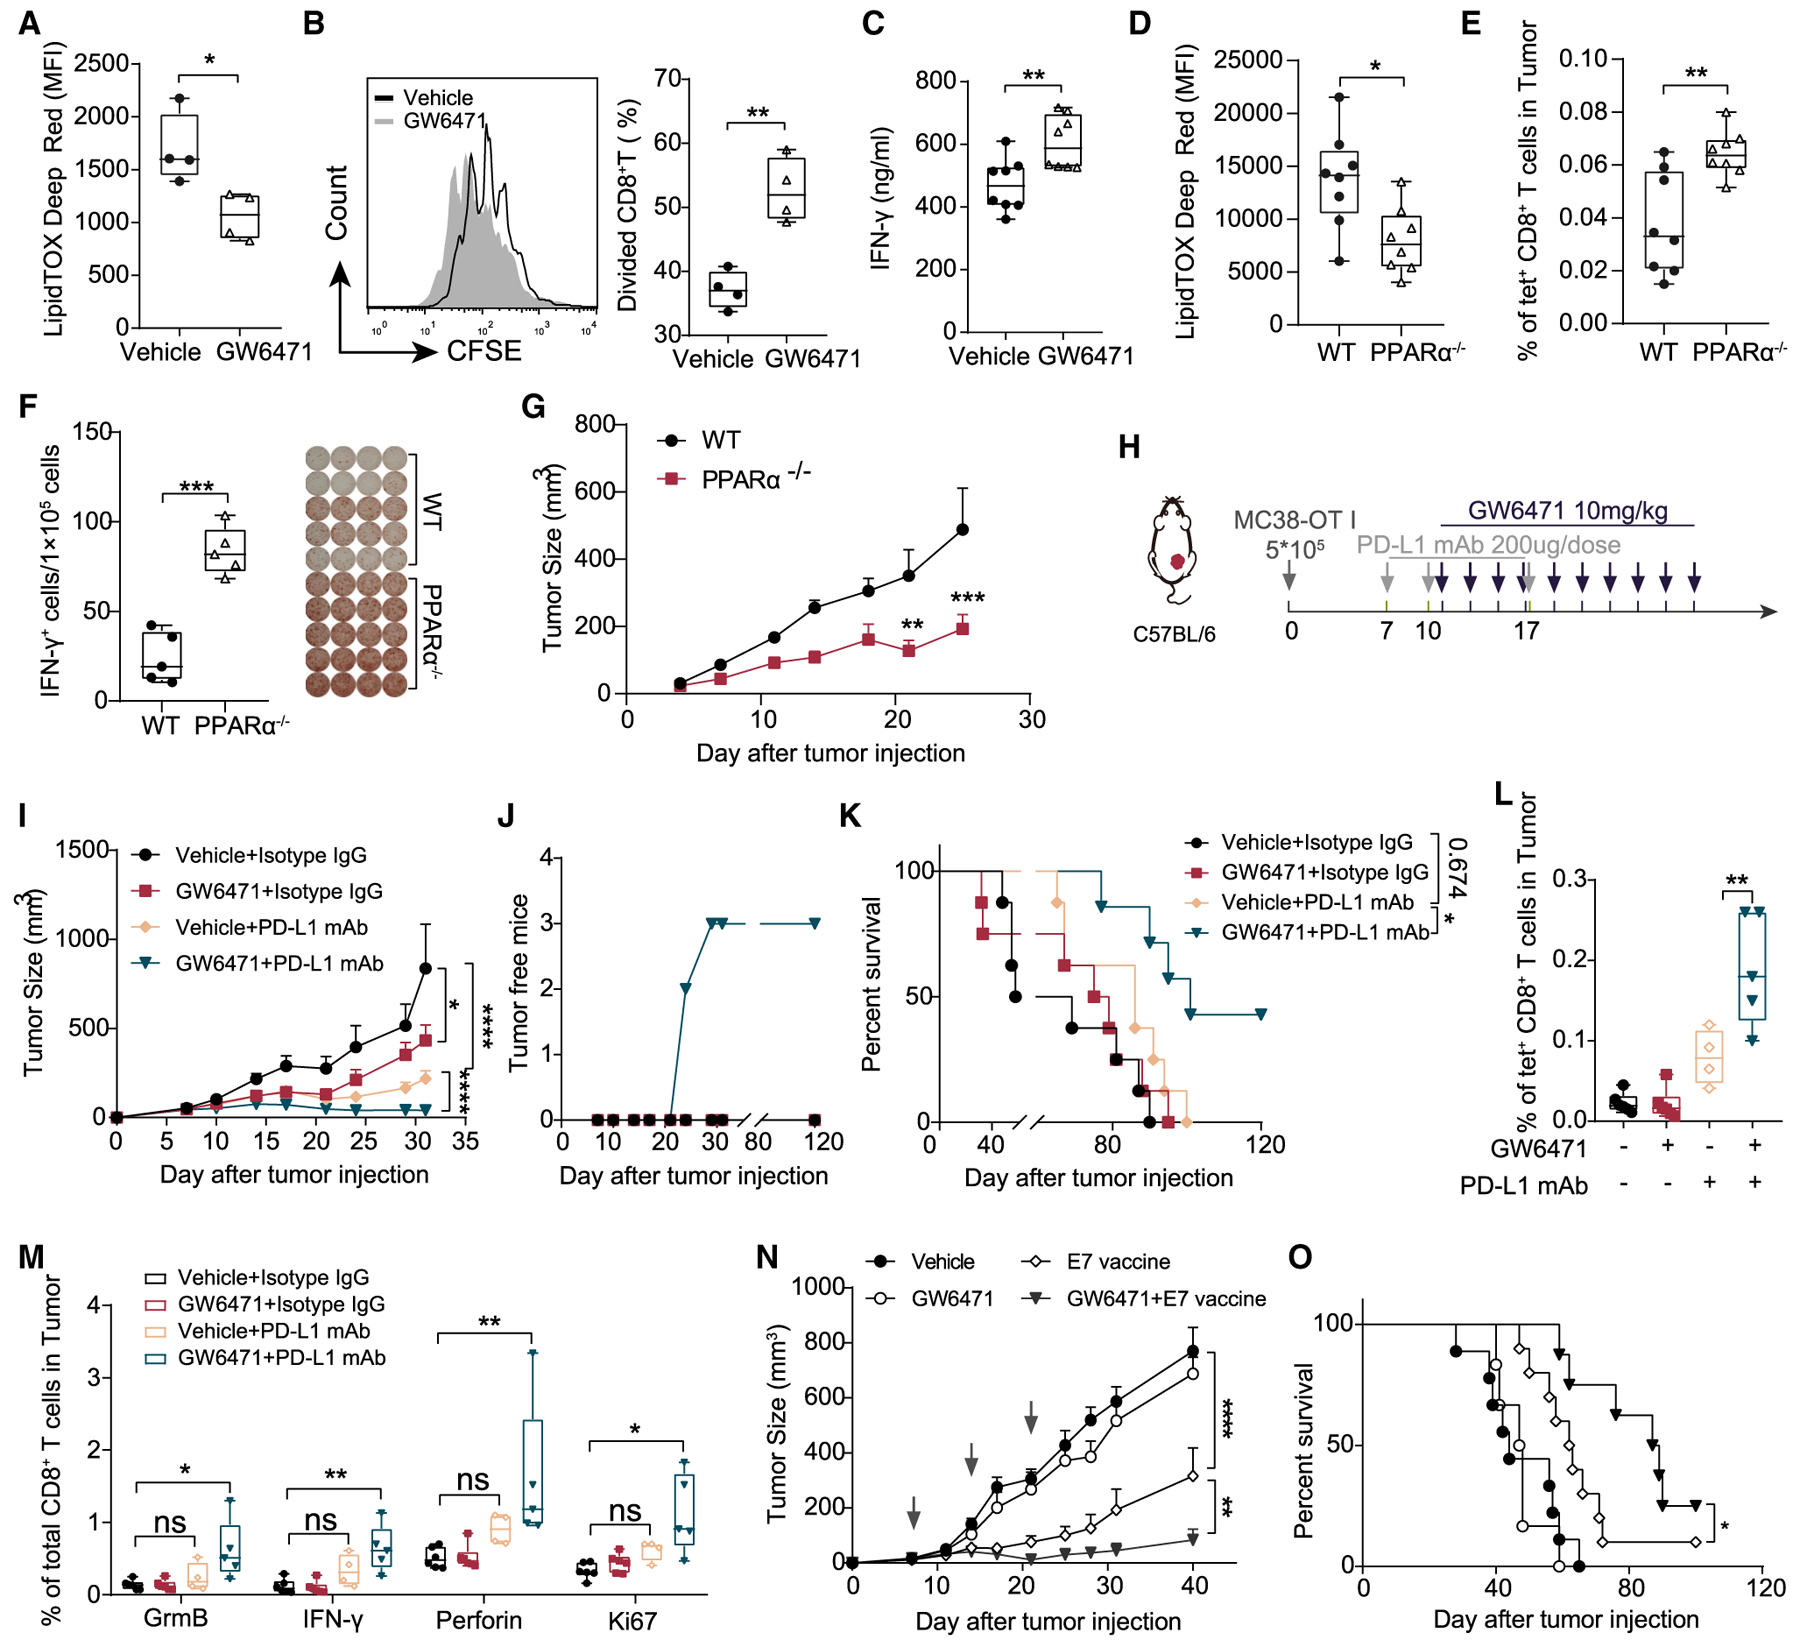
PPARα Inhibition Enhances the Anti-tumor Efficacy of Immunotherapies (A–C) MC38-OT I-bearing mice were treated with or without 10 mg/kg GW6471 from day 7 after tumor inoculation (every other day, for 6 doses), and tumors were harvested on day 22. The lipid levels of TIDCs (A) were analyzed. The isolated TIDCs from both groups were treated with 2 mg/mL OVA for 48 h, followed by antigen removal and co-culture with OT I CD8^+^ T cells for another 3 days. Proliferation (B) (n = 4 per group) and IFN-γ production (C) (n = 4 per group) of CD8^+^ T were analyzed. Each dot represents technical repeats. (D and E) Lipid levels of TIDCs (D) and the percentage of antigen-specific tumor-infiltrating CD8^+^ T cells (E) were analyzed in MC38-OT I-bearing WT or PPARα^−/−^ mice (n = 5 per group). (F) IFN-γ ELISPOT analysis of tumor-infiltrating CD8^+^ T cells isolated from MC38-OT I-bearing WT or PPARα^−/−^ mice (n = 5 per group). (G) Tumor growth curve between WT or PPARα^−/−^ mice (n = 5 per group) (H) Schematic diagram of the combination therapy schedule. (I–K) Tumor growth curve (I), tumor-free mice numbers (J), and survival curve (K) were shown (n = 8 per group). (L) Intratumoral antigen-specific CD8^+^ T cells were analyzed on day 15 (n = 5 per group). (M) Cells isolated from MC38-OT I tumor tissue were re-stimulated with SIINFEKL peptide, and GrmB, perforin, IFN-γ, and Ki67 were analyzed (n = 5 per group). (N and O) TC-1-bearing mice were treated with E7 vaccine (3 doses indicated by black arrows in N) combined with GW6471 (10 mg/kg) or not. Tumor growth curve (N) and survival curve (O) were shown (n = 8 per group). *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. (M) was analyzed with 2-way ANOVA. (L) was analyzed with 1-way ANOVA. Other data were analyzed with 2-tailed t test. The error bars represent SEMs. The error bars of (D) represent SDs. Each dot represents an individual mouse in (A), (B), (D)–(F), (L), and (M).

**Figure 7.**
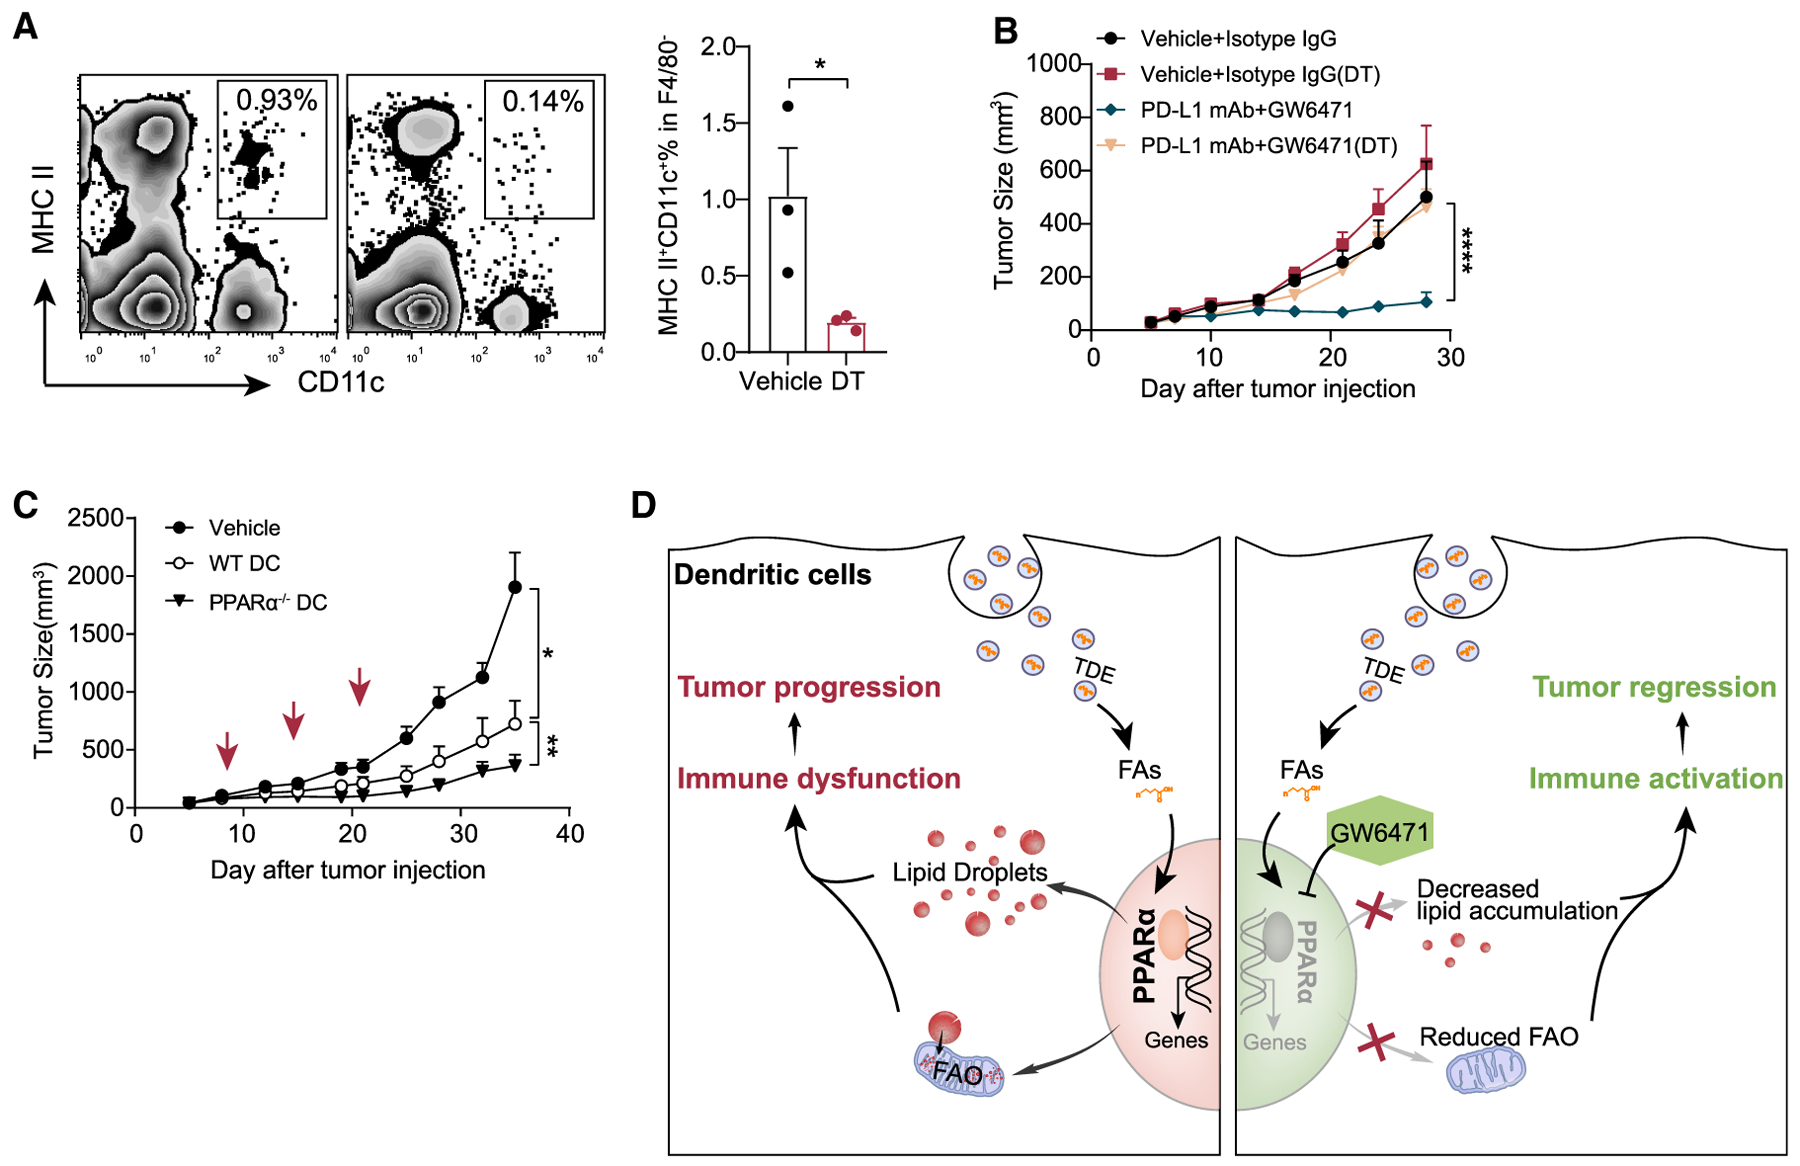
PPARα in DCs Is Required for Anti-tumor Immunity (A and B) MC38-OT I tumors were subcutaneously (s.c.) injected in CD11c-DTR chimeric mice and treated with the combination of PD-L1 mAb (200 μg/dose/mouse) and GW6471 (10 mg/kg). Diphtheria toxin (DT) was intraperitoneally (i.p.) injected every other day before antibody therapy. The percentage of CD45^+^MHCII^+^CD11c^+^F4/80^−^ cells was measured (A). Each dot represents an individual mouse. The tumor growth curve was shown (B) (n = 10 per group). (C) MC38-OT I-bearing mice were treated with WT DC or PPARα^−/−^ DC (5 × 10^6^ per dose) s.c. 3 times (days 7, 14, and 21). The WT or PPARα^−/−^ DC was pre-immunized with 10 μg/mLOVA_250–264_ overnight. The tumor growth curve was shown (C) (n = 9 per group). (D) Scheme of TDE-mediated DC immune dysfunction. *p < 0.05; **p < 0.01; ****p < 0.0001. Data were analyzed with 2-tailed t test. The error bars represent SEMs.

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
InVivoMab anti-mouse PD-L1 (B7-H1)	BioXCell	Cat # BE0101; RRID:AB_10949073
InVivoMab anti-mouse CSF1	BioXCell	Cat # BE0204; RRID:AB_10950309
InVivoMab rat IgG2a isotype control antibody	BioXCell	Cat # BE0089; RRID:AB_1107769
Anti-mouse CD8a APC	Biolegend	Cat # 100712; RRID:AB_312751
Anti-mouse CD8a PerCP/Cyanine5.5	Biolegend	Cat # 100733; RRID:AB_2075239
Anti-mouse CD4 APC	Biolegend	Cat # 100516; RRID:AB_312719
Anti-mouse CD274(PD-L1) PE	Biolegend	Cat # 124307; RRID:AB_2073557
Anti-mouse CD3 PE/Cy7	Biolegend	Cat # 100220; RRID:AB_173205
Anti-mouse CD11b PE	eBioscience	Cat # 12-0112-82; RRID:AB_2734869
Anti-mouse CD11c FITC	Biolegend	Cat # 117306; RRID:AB_313775
Anti-mouse CD11c APC/Cy7	Biolegend	Cat # 117323; RRID:AB_830646
Anti-mouse CD11c APC	Biolegend	Cat # 117310; RRID:AB_313779
Anti-mouse F4/80 BV785	Biolegend	Cat # 123141; RRID:AB_2563667
Anti-mouse Gr-1 BV605	Biolegend	Cat # 108441; RRID:AB_2562401
Anti-mouse IFN-γ PerCP/Cyanine5.5	eBioscience	Cat # 45-7311-82; RRID:AB_1107020
Anti-mouse Granzyme B FITC	eBioscience	Cat # 11-8898-82; RRID:AB_10733414
Anti-mouse Perforin PE	eBioscience	Cat # 12-9392-82; RRID:AB_466243
Anti-mouse Ki67 BV421	Biolegend	Cat # 151208; RRID:AB_2629748
Anti-mouse CD80 FITC	Biolegend	Cat # 104706; RRID:AB_313127
Anti-mouse CD86 PE	Biolegend	Cat # 105007; RRID:AB_313150
Anti-mouse CD40 PE	eBioscience	Cat # MA5–17855; RRID:AB_2539239
Anti-mouse OX40L PE	Biolegend	Cat # 108805; RRID:AB_313404
Anti-mouse MHC II PE/Cy7	Biolegend	Cat # 107630; RRID:AB_2069376
Anti-mouse MHC II APC	Biolegend	Cat # 107614; RRID:AB_313329
Anti-Mouse OVA257–264 (SIINFEKL) peptide bound to H-2Kb PE	Biolegend	Cat # 141603; RRID:AB_10897938
Anti-mouse CD45 BV605	Biolegend	Cat # 103139; RRID:AB_2562341
Anti-mouse CD45 PerCP/Cyanine5.5	Biolegend	Cat # 103132; RRID:AB_893340
Anti-mouse Ly6C PerCP/Cyanine5.5	Biolegend	Cat # 128012; RRID:AB_1659241
Mouse SR-AI/MSR1 Affinity Purified Ab	R&D	Cat # AF1797; RRID:AB_2148246
Chemicals, Peptides, and Recombinant Proteins		
BODIPY 493/503	Invitrogen	Cat # D3922
iTAg Tetramer/APC - H-2 Kb OVA (SIINFEKL)	MBL	Cat # TB-5001 −2
Carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP)	Sigma-Aldrich	Cat # C2920
Bovine Serum Albumin, fatty acid free	Sigma-Aldrich	Cat # A8806
Polybrene	Sigma-Aldrich	Cat # TR-1003
Ovalbumin from Egg White	BBI	Cat # A003056–0100
PHRODO GREEN STP ESTER	invitrogen	Cat # P35369
HCS LIPIDTOX DEEP RED NEUTRAL LIPID STAIN	invitrogen	Cat # H34477
PKH67 Green Fluorescent Cell Linker Midi Kit	Sigma	Cat # MIDI67–1KT
Collagenase IV	Life	Cat # 17104019–1
CFSE	eBioscience	Cat # 65-0850-84
CELL-TAK CELL TISSUE ADHESIVE	Biocoat	Cat # 354240
Etomoxir sodium salt hydrate	Sigma	Cat # E1905–25MG
GW6471	R&D	Cat #4618/50
GW4869	Selleck	Cat # S7609–5mg
Diphtheria Toxin	Merck Millipore	Cat # 322326–1MG
Triacsin C	Sigma	Cat # T4540–1MG
C75	Sigma	Cat # C5490–5MG
PMA	Sigma	Cat # P1585–1MG
Ionomycin	Sigma	Cat # I3909–1ML
5-tetradecyl-oxy-2-furoic acid	Sigma	Cat # T6575–25MG
Arachidonic acid	Sigma	Cat # A3611–10MG
Oleic acid	Sigma	Cat # O1008–1G
Palmitic acid	Sigma	Cat # 27734–1KG
Stearic acid	Merck Millipore	Cat # 569398–25MG
Recombinant Murine IL-2	Peprotech	Cst # 212–12
Recombinant Murine GM-CSF	Peprotech	Cat #315–03
Recombinant Murine M-CSF	Peprotech	Cat #212–12
Critical Commercial Assays		
MojoSort Mouse CD8 T cell Isolation Kit	Biolegend	Cat # 480035
MojoSort Mouse CD4 T cell Isolation Kit	Biolegend	Cat # 480005
10* Permeabilization buffer	eBioscience	Cat # 00-8333-56
Fix/Permeabilization buffer set	eBioscience	Cat # 88-8824-00
eBioscience Brefeldin A Solution (1000X)	eBioscience	Cat # 00-4506-51
10*RBC Lysis Buffer	eBioscience	Cat # 00-4300-54
ExoAb Antibody Kit	SBI	Cat # EXOAB-KIT-1
ExoQuick TC	SBI	Cat # EXOTC50A-1
Lactate Colorimetric/Fluorometric Assay Kit	Biovision	Cat # 93-K607–100
Mouse IFN-γ ELISA MAX Deluxe	Biolegend	Cat # 430805
IFN-γ ELISPOT assay kit	BD	Cat # 552569
Mouse TGF-beta 1 DuoSet ELISA	R&D	Cat # DY1679–05
BCA Protein Assay Kit	Pierce	Cat # 23225
Fast SYBR Green Master Mix	Applied Biosystems	Cat #4385612
Seahorse XF24 Fluxpak mini	Agilent	Cat # 100867–100
Experimental Models: Cell lines		
DC2.4 lines	Laboratory of Mingzhao Zhu	N/A
TC1 lines	ATCC	Cat # JHU-1
4T1 lines	ATCC	Cat # CRL-2539
B16/F10 lines	ATCC	Cat # CRL-6475
MC38 lines	Laboratory of Yangxin Fu	N/A
MC38-OT I lines	Laboratory of Yangxin Fu	N/A
293T lines	Laboratory of Guangxia Gao	N/A
Experimental Models: Organisms/Strains		
C57BL/6	Vital River Laboratory Animal Technology	Cat #213
BABL/c	Vital River Laboratory Animal Technology	Cat #211
C57BL/6-Tg (TcraTcrb)1100Mjb/J	The Jackson Laboratory	Cat # N000208
PPARa Knockout mice	Cyagen Biosciences	Cat # KOCMP-21034-Ppara
GPF-Foxp3 mice	Laboratory of Yangxin Fu	N/A
CD11c-DTR mice	Laboratory of Yangxin Fu	N/A
Recombinant DNA		
pCT-CD9-GFP (pCMV, Exosome/Secretory, CD9 Tetraspanin Tag)	SBI	Cat # CYTO122-PA-1
psPAX2	Addgene	Cat # Addgene plasmid#12260
pMD2.G	Addgene	Cat # Addgene plasmid#12259
Oligonucleotides		
PPARα-F: AACATCGAGTGTCGAATATGTGG	This paper	N/A
PPARα-R: CCGAATAGTTCGCCGAAAGAA	This paper	N/A
18S-F: CGGCTACCACATCCAAGGAA	This paper	N/A
18S-R: GCTGGAATTACCGCGGCT	This paper	N/A
Deposited Data		
RNA-Seq (generated)	This paper	GEO: GSE155881
Software and Algorithms		
GraphPad Prism 8	Graphpad Software	https://www.graphpad.com:443; RRID:SCR_002798
FlowJo	BD	https://www.flowjo.com/solutions/flowjo; RRID:SCR_008520
R Project	R	http://www.r-project.org,; RRID:SCR_001905
ImageJ	ImageJ public freeware	https://imagej.nih.gov/nih-image/index.html; RRID:SCR 003073

How the deposited data were processed for this re-analysis (not part of the article)

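RNA sequencing of BMDCs was re-analysed from the table of reads per gene that the authors deposited, with 3 libraries each of CTR, NE-treated and TDE-treated BMDCs. All 9 libraries were used, and no column of values was left without a group. According to the paper's methods, RNA was extracted with TRIzol, checked on a Bioanalyzer, primed with oligo(dT) and random primers and sequenced on an Illumina NovaSeq instrument, and reads were aligned with TopHat2. The program that counted the reads, the genome build and the annotation are not stated in the paper's text. The authors deposited estimated counts (expected counts), that is, estimated numbers of reads per gene without normalization, for 57238 entries, together with a mean per group, a gene length and KEGG and GO annotations. Most values were whole numbers, and between 5964 and 7750 genes per library had a fractional value. The authors' group means equalled the mean of the libraries within 0.001 for 57236 entries and were not used in any test. KEGG pathways were listed for 17206 genes and GO terms for 30884. Raw reads were not used here.

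Estimated counts were rounded to whole numbers. Genes were filtered with edgeR's filterByExpr on the 3 groups, which kept 15028 genes, and normalized with TMM. A model with 1 mean per group was fitted to all 9 libraries with edgeR 4.0.16 in R 4.3.3, and each pair of groups was compared with the quasi-likelihood F test. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05 and no limit on the fold change. The standard error of a log2 fold change was taken as its size divided by the square root of F. CPM values in the text are normalized by TMM. Reads per library and the range of the floor of 3 reads are given with the description of the experiment. For genes whose control libraries were all at or under this floor, a lower bound of the fold was computed against the floor. Single genes at the floor were compared by an exact permutation test of the difference of the group means, two-sided, for which the smallest p with 3 libraries against 3 is 0.1.

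GSEA was run with fgsea 1.28.0, 10000 gene permutations, weight 1 and random seed 1. Gene permutations do not account for correlation between the genes of a set, which limma's camera (limma 3.58.1, inter-gene correlation 0.01) does. The lipid metabolism set was the union of the 17 KEGG maps of the class lipid metabolism as the table lists them, and the PPAR set was the KEGG PPAR signaling pathway. A further 17 lists of genes for cell types and responses were written by hand in advance, of which 16 were scored, and a list for hypoxia was added after the data were seen. Over-representation used Fisher's exact test or the hypergeometric distribution, one-sided, with all tested genes as background. The test of the lipid metabolism set among rising genes was fixed in advance, and that among falling genes alone was not. The tests of single KEGG pathways and GO terms were added after the data were seen. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for tables and plots.

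Genes were named by a rule fixed in advance. It covers the genes the paper names, and in each comparison the 3 genes with the highest and the 3 with the lowest log2 fold change among those with an adjusted p-value under 0.05, a mean of at least 5 CPM and no overlap between the groups' libraries. It also covers the 5 genes of the lipid metabolism set that rose most and the 3 that fell most in TDE-treated against CTR BMDCs. Positions, gene types and exon overlaps came from GENCODE vM21. The strand on which reads were counted is not stated, so overlaps on either strand are given.

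For differential expression the paper's methods name DESeq2, with an adjusted p-value under 0.05. The alternatives were DESeq2 1.42.0, median-ratio factors, library totals alone, no filter on low counts, a minimum of 10 counts in every library, a fit to the 6 libraries of the pair of groups, a replicate block, and each library left out in turn. For gene sets they also included ranking by log2 fold change, a weight of 0, camera and hand-written lists, and for counts of genes a log2 fold change of at least 1. Limma voom with sample quality weights, offsets fitted to gene length, and rising or falling genes alone, a limit on the fold change and a background of genes with a KEGG pathway in the over-representation tests of pathways and terms were added after the data were seen. The replicate block rests on the replicate numbers in the library names, since neither the labels nor the paper's text states a pairing.

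The code was tested on simulated data. Each simulation used the same dispersion for every gene and library, although control replicate 1 lay apart in the data. Changes were planted in TDE-treated libraries only. With a dispersion of 0.106, as in the 9 libraries, and 200 changed genes among 14770, edgeR called 94 of the changed genes (47%) and 5 unchanged genes. With a dispersion of 0.015, as without control replicate 1, it called 182 of 200. In the simulated sets, GSEA gave a normalized enrichment score of 4.07 for raised genes, -4.14 for lowered genes and -0.92 for random genes.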

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

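The count over the other splits of NE-treated and CTR libraries, the hypoxia list and the offsets fitted to gene length were chosen only after the result was seen. The naming rule, the lists other than that for hypoxia and the alternatives other than those named as added were fixed before the data were examined.

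Several sets of genes moved in opposite directions in TDE-treated and NE-treated BMDCs against the same controls. In TDE-treated against NE-treated BMDCs, a direct test of the difference, the normalized enrichment score was 2.64 for the list of Toll-like receptor response genes, 2.44 for glycolysis and -2.27 for fatty acid and sterol synthesis (each adjusted p = 0.000903 over 48 tests by gene permutation). Against CTR, the scores were 2.97, 2.62 and -2.22 in TDE-treated BMDCs and -2.12, -1.90 and 3.07 in NE-treated BMDCs. A technical explanation is the control group that both comparisons share, in which control replicate 1 lies apart. Without control replicate 1, the scores in NE-treated against CTR BMDCs were -2.56, -2.44 and 2.63, so this library alone does not account for the opposite signs. For TDE-treated BMDCs the paper reports a decreased rate of glycolysis from extracellular flux (Fig. 5F) and less lactate production (Fig. 5G). Both were measured after 48 h with TDEs, whereas the labels of these libraries give 24 h. Neither measurement was analysed here. The score for glycolysis in NE-treated against CTR BMDCs was -1.19 (permutation p = 0.249) when genes were ranked by log2 fold change. Of the tested genes, 0 passed between NE-treated and CTR BMDCs, with 487 at an unadjusted p under 0.05. The scores for NE treatment therefore rest on genes that did not pass singly. How large their shifts were was not tested. Gene permutations treat genes as independent, so these p-values may be too small.

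The Toll-like receptor response list (38 of its 40 genes tested) had its score of 2.97 in TDE-treated against CTR BMDCs at an adjusted p of 0.000822 over all hand-written lists, and its scores ran from 2.63 to 4.20 over the alternatives. A ligand of Toll-like receptors carried with the exosomes, whether part of the exosomes or a contaminant of their preparation such as endotoxin, is a candidate explanation that this test leaves open, and the design has no group to tell these sources apart. The NE preparation gave the opposite sign. RNA of the tumor cells carried in the exosomes is another candidate explanation. The list of epithelial markers scored -0.77 (adjusted p = 0.851) in TDE-treated against CTR BMDCs, but only 10 of its 30 genes were tested, so this cannot be settled. For RNA of NIH 3T3 cells in NE-treated BMDCs, the fibroblast list scored 0.95 (adjusted p = 0.643) with 16 of 30 genes tested, and the same holds.

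The hypoxia response list, written after the rise of glycolysis genes was seen and without the genes already seen, scored 2.51 in TDE-treated against CTR BMDCs (20 of 22 genes tested, adjusted p = 0.000822). In NE-treated against CTR BMDCs it scored -1.77. Oxygen shortage in the cultures or activation of hypoxia-inducible factors by TDE treatment may explain it, and the design cannot separate a culture difference from the treatment. Toll-like receptor signaling is a further candidate explanation for both lists, and it was tested only through the Toll-like receptor response list, with its score of 2.97.

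The list of neutrophil markers scored -2.52 in TDE-treated against CTR BMDCs (adjusted p = 0.000903), and -2.09 in TDE-treated against NE-treated BMDCs. In NE-treated against CTR BMDCs it scored -1.64 (adjusted p = 0.0380). Fewer neutrophils left in the culture, or lower expression of these genes in BMDCs, may explain it. No test here separates them. In the 6 fits without one library, the score against CTR ran from -2.81 to -2.22.

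Nos2, Draxin and Zfp811 had the highest log2 fold changes in TDE-treated against CTR BMDCs under the naming rule, and the paper does not discuss them. The log2 fold change was 8.32 for Nos2 (standard error 0.725, adjusted p = 0.000337), 7.37 for Draxin (standard error 0.364, adjusted p = 5.3e-05) and 6.85 for Zfp811 (standard error 0.276, adjusted p = 2.0e-05). Each of the 3 TDE-treated libraries was above each CTR library. With 3 against 3, chance alone keeps the groups apart, in either direction, for 10% of genes. Nos2 went from 1.097 ± 0.785 to 362 ± 14.9 CPM, Draxin from 0.213 ± 0.129 to 37.7 ± 1.28 CPM and Zfp811 from 0.277 ± 0.111 to 32.8 ± 1.82 CPM (SD, n = 3). With each library left out in turn, the log2 fold changes ran from 7.85 to 8.63, from 7.13 to 8.01 and from 6.56 to 7.14. The effect on Nos2 may belong to the Toll-like receptor response scored above (2.97). For Draxin and Zfp811 no biological explanation was tested.

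Whether a split by chance gives as many genes was counted over the splits of 6 libraries into 3 and 3 that part all same-numbered pairs, of which there are 4. For TDE-treated and CTR BMDCs, 1 of 4 splits gave as many genes, the real one, and the other splits gave 0 genes. For TDE-treated and NE-treated BMDCs the count was also 1 of 4, with 0 genes in the others. For NE-treated and CTR BMDCs, the real split gave 0 genes, a count that any split reaches, so that the outcome of 4 of 4 splits says nothing, and the split that exchanged control replicate 3 and NE replicate 3 gave 4 genes. So few splits cannot give a share under 0.05. The 6 other splits of each pair of groups part only 1 same-numbered pair, and each gave 0 genes. Gene length does not account for the difference between TDE-treated and CTR BMDCs, since 91.2% of the 2541 genes were still called with offsets fitted to gene length, a setting chosen after seeing the data.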

How the results depend on the processing

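The settings chosen only after the result was seen were limma voom with sample quality weights, offsets fitted to gene length, and, for pathways and terms, rising or falling genes alone, the limit on the fold change and the narrower background. The tests of single KEGG pathways and GO terms were themselves added after the data were seen, and were then run under the same alternatives. The cause was not tested for any change below unless a value shows it.

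The number of genes that differed between TDE-treated and CTR BMDCs was 2541 and stayed within 1.5 times that count with DESeq2 (3734), median-ratio factors (2557), library totals (2020), no filter (1740), a minimum of 10 counts (2198) and offsets fitted to gene length (3747). It moved to 1285 with the replicate block, to 1152 with only the 6 libraries of the pair, to 1583 with a log2 fold change of at least 1 and to 7886 with quality weights. It ran from 1103 to 5263 across the 6 fits that each left out one library. Of the 2541 genes, 50.4% were also called with the replicate block and 70.8% with library totals. Between TDE-treated and NE-treated BMDCs the count of 2095 moved to 1175 with the replicate block, 6072 with only the 6 libraries, 1307 with the fold-change limit, 3173 with gene-length offsets and 8311 with quality weights, and it ran from 970 to 1274 with one library left out. Between NE-treated and CTR BMDCs the count of 0 moved to 3 with DESeq2 and 18 with quality weights, and ran from 0 to 3 with one library left out. Of the 6 fits for TDE-treated against CTR BMDCs, that without control replicate 1 gave the highest count. Library totals shifted the median log2 fold change of all genes in NE-treated against CTR BMDCs to 0.12, from 0.00 with TMM.

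The lipid metabolism set scored below 0 in TDE-treated against CTR BMDCs in every setting. Its permutation p rose above 0.05 with library totals (-1.11), with only the 6 libraries (-1.20), when ranked by log2 fold change (-1.02) and in 5 of the 6 fits with one library left out, all but that without control replicate 1. The 6 fits scored -1.33 to -1.15. Against NE-treated BMDCs it was also below 0 in every setting, above 0.05 with library totals (-1.20) and when ranked by log2 fold change (-1.04) and without TDE replicate 2, and -1.33 to -1.20 with one library left out. Limma's camera, which allows for correlation between genes, gave p = 0.418 against CTR and p = 0.406 against NE-treated BMDCs, and p = 0.765 in the opposite direction to the score for NE-treated against CTR BMDCs. In NE-treated against CTR BMDCs the sign was not stable. The score of -0.78 became 1.35 with library totals, 1.02 with no filter, 1.16 with a minimum of 10 counts, 1.14 with the replicate block, 1.05 with quality weights, 1.24 with weight 0 and 1.79 with the hand-written lipid lists, and the fits with one library left out ran from -0.97 to 1.71. The PPAR signaling set (-1.29, permutation p = 0.114) ran from -1.54 to -1.14 with one library left out, and its permutation p was under 0.05 only without control replicate 3 (0.0185). The odds ratio of lipid genes among rising genes, 1.31, passed the threshold with DESeq2 (1.51), library totals (1.74) and no filter (1.63), and ran from 1.21 to 1.66 with one library left out. That of rising and falling genes together was 1.52 and passed it too, and that of falling genes alone, not fixed in advance, was 1.58.

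The 61 KEGG pathways became 95 with DESeq2, 28 for falling genes alone and 33 with the background of genes with a KEGG pathway, and 18 to 97 with one library left out. Of the 14 pathways of Fig. 4A, 7 were called in the chosen setting, 11 with no filter, 0 among falling genes, 3 with the fold-change limit and 4 with the narrower background, and 1 to 9 with one library left out. The 1 lipid map called became 4 with DESeq2 and 0 with a minimum of 10 counts, only the 6 libraries, the replicate block, quality weights, the fold-change limit and the narrower background, and 0 to 3 with one library left out. The 2 terms of Fig. 4C became 1 with library totals or rising genes alone, 3 with median-ratio factors or no filter, 0 with a minimum of 10 counts, falling genes alone or the fold-change limit, and 1 to 5 with one library left out. PPAR signaling had an odds ratio of 0.779 among rising genes and chemokine signaling of 0.855 among falling genes.

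Pparg kept its direction and its call in all 15 alternatives. The bound for Ppara stayed within the spread of its libraries in the 11 alternatives that gave a value, from 1.05 to 1.41 on the log2 scale. The minimum of 10 counts, the replicate block and the settings added later gave no value for Ppara and Ppargc1a, and no setting gave a fold for Ppara in NE-treated against CTR BMDCs, since both groups were at the floor. At this depth Ppargc1a had fewer than 10 estimated reads in each library, which limits it to a bound. The values of Ppara, Cpt1a and Cpt2 were also under 10 in each library, and whether these entries are read counts, so that depth limits them, is open.

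Of the hand-written lists, oxidative phosphorylation (-1.89 in TDE-treated against CTR BMDCs) became 0.816 with gene-length offsets, and -2.25 to 0.793 with one library left out. Fatty acid oxidation (0.59) became -0.807 when ranked by log2 fold change, and -0.651 to 0.901 with one library left out. Epithelial markers (-0.77) became 0.718 with library totals, 0.737 with only the 6 libraries and 1.13 when ranked by log2 fold change, and -1.10 to 0.902 with one library left out. Fibroblast markers in NE-treated against CTR BMDCs (0.95) became -0.659 with quality weights and -0.696 with gene-length offsets, and -1.03 to 1.53 with one library left out. Among genes, Sirpa (-0.02) became 0.0029 with DESeq2, 0.0805 with library totals, 0.0382 with no filter and 0.164 with quality weights, and -0.0985 to 0.135 with one library left out. With one library left out, Cd80 ran from -0.335 to 0.0313 and Tnfsf4 from -0.636 to 0.0491. Among single genes, lists and terms, a further 29 comparisons with the alternatives listed in advance were weaker, 8 stronger and 462 the same. With one library left out, 38 were weaker, 14 stronger and 340 the same, and with the settings added later 22 were weaker, 14 stronger and 127 the same.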

Differences from the paper's values

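The tests among the differing genes of the Fig. 4A pathways, Fig. 4C terms and PPAR signaling pathway were chosen after the data were seen. The others were not, except where a setting is named as such or a test as not fixed in advance. The paper's peak enrichment score of the lipid metabolism set is about 0.43 for TDE-treated against CTR DCs in Fig. 4B, read by eye, and the score here was -0.26. For TDE-treated against NE-treated DCs the paper's score is about 0.42 in Fig. 4B, read by eye, and the score here was -0.31. None of the alternatives set before the data were examined closed either gap, and the score was below 0 in each of them. The paper's text states neither the genes of its set nor how genes were ranked in its GSEA, so the cause of the gaps is open. The score here ran from -0.35 to -0.09 against CTR and from -0.45 to -0.11 against NE-treated BMDCs.

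The paper states that TDE-treated DCs had increased expression of genes for lipid metabolism. Of the 281 tested genes of the KEGG lipid maps, 27 rose and 39 fell against CTR. The odds ratio among rising genes was 1.31 (p = 0.118 by Fisher's exact test), and it passed the threshold with DESeq2 (1.51, p = 0.0136), library totals (1.74, p = 0.00940), no filter (1.63, p = 0.0373), and without control replicate 1 (1.44, p = 0.00910) or TDE replicate 1 (1.66, p = 0.0428). By the same exact test, the odds ratio for rising and falling genes together was 1.52 (p = 0.00269). For falling genes alone, a test not fixed in advance, it was 1.58 (p = 0.00790 from the same exact test).

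Fig. 4D shows Ppara, Ppargc1a, Cpt1 and Cpt2 as raised in TDE-treated DCs. Here Ppara and Ppargc1a were under the floor of 3 reads in all control libraries. Ppara was at least 2.36-fold and Ppargc1a at least 1.35-fold higher in TDE-treated BMDCs, and the values in the figure lie above these lower bounds. For both genes the CTR and TDE-treated libraries did not overlap (exact permutation test, two-sided p = 0.1, the smallest possible). Few settings tested these genes, and none of those called them. The adjusted p of Ppara was 0.110 with DESeq2 and 0.153 with no filter, and that of Ppargc1a was 0.178 with no filter. Whether the entries of Ppara, Cpt1a and Cpt2 are read counts is open. Cpt1a and Cpt2 were at or under the floor in all libraries after rounding, so no fold is given, and neither passed the filter on low counts. For Cpt1a, each TDE-treated library was above each CTR library (exact permutation test of rounded reads in CPM, two-sided p = 0.1, the smallest possible). Rounding left Cpt2 at the same number of reads in all CTR and TDE-treated libraries. For Cpt2 the comparison (exact permutation test, two-sided p = 0.9) therefore reflected only library sizes and cannot show whether the groups differ. The deposited Cpt2 values ran from 0.93 to 1.04 in CTR and from 1.34 to 1.44 in TDE-treated libraries, without overlap. The paper states that Acsls and Cpts rose. Acsl5 rose here. Acsl1 was called by DESeq2 (adjusted p = 0.0184), without control replicate 1 (0.00245) or control replicate 3 (0.0318), and by settings chosen after seeing the values, quality weights (6.19e-05) and gene-length offsets (0.0110). In the chosen setting its adjusted p was 0.0572 over all genes and 0.0285 over the list of genes the paper names, fixed in advance. Cpt1c was called by DESeq2 (0.0234), library totals (0.0205), without control replicate 1 (0.000505) and by quality weights, chosen after seeing the values (5.25e-05). In the chosen setting its adjusted p was 0.0685 over all genes and 0.0314 over that list. Acsl4 was called only by quality weights, chosen after seeing the values (0.0318). Acsl3 had a log2 fold change of -0.48 and Cpt1b of -1.07, neither of which passed the test (0.311 and 0.186), and both were negative in every setting. Acsl3 was called lower without control replicate 1 (-0.82, 0.00103) and by quality weights, chosen after seeing the values (-0.86, 9.06e-05). Fig. 4D also shows Plin3 as raised. Its log2 fold change was 0.25 (adjusted p = 0.133), and it was called by DESeq2 (0.0244), without control replicate 1 (0.0310) and by quality weights, chosen after seeing the values (0.00964).

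Of the 14 pathways that Fig. 4A names as enriched, 7 were not called here. With DESeq2, the tool that the paper's methods name, 10 of the 14 were called. Toll-like receptor signaling (adjusted p = 0.0781) was called by DESeq2 (0.00827), with no filter (0.00292), with only the 6 libraries (0.0153), without control replicate 1 (0.0273), TDE replicate 1 (0.0305), TDE replicate 2 (0.0471) or TDE replicate 3 (0.0332), and in settings chosen after seeing the values, rising genes alone (0.0161), quality weights (0.0335) and gene-length offsets (0.0122). Lysosome (0.0546) was called by DESeq2 (0.0130), with no filter (0.000190), without control replicate 1 (0.0242) and by gene-length offsets, chosen after seeing the values (0.0437). FoxO signaling (0.369) was called with no filter (0.0262) and without TDE replicate 1 (0.0464) or TDE replicate 3 (0.0498). Adipocytokine signaling (0.556) was called with no filter (0.0399) and by quality weights, chosen after seeing the values (0.0335). Pyrimidine metabolism (0.690) was called by DESeq2 (0.0287). Purine metabolism (0.633) and pantothenate and CoA biosynthesis (0.171) were called in no setting.

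Of the 12 terms of Fig. 4C that could be tested, 10 were not called here. Fatty acid metabolic process (0.110) was called with median-ratio factors (0.0384), with no filter (0.000458), and without control replicate 1 (0.00155), TDE replicate 1 (0.00619), TDE replicate 2 (0.0183) or TDE replicate 3 (0.0238). Positive regulation of lipid storage (0.1125) was called with no filter (0.0101), only the 6 libraries (0.0149), the replicate block (0.0197), without control replicate 1 (0.0111), TDE replicate 1 (0.00682), TDE replicate 2 (0.0129) or TDE replicate 3 (0.0101), and among rising genes alone, a setting chosen after seeing the values (0.0249). Sphingolipid biosynthetic process (0.587) was called without control replicate 1 (0.0217). The other terms were called in no setting. The paper states that the enriched pathways related to PPARs. The KEGG PPAR signaling pathway (0.292) was called by DESeq2 (0.0279), without control replicate 1 (0.0176) or TDE replicate 1 (0.0404) and by quality weights, chosen after seeing the values (0.0335).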

Other observations

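The tests of gene length, of a swapped label and of the lean of other libraries toward control replicate 1, and those of the form of single entries, were chosen only after the result was seen.

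Control replicate 1 lay apart from the other 8 libraries, with a mean correlation of 0.870 with the other control libraries, 0.869 with the NE-treated and 0.830 with the TDE-treated libraries. A swapped label with a TDE-treated library is not what these values show, since the correlation of 0.830 was the lowest of the 3. Its 10 top genes held 13.5% of its reads, against 10.0% to 11.1% in the other libraries. Without them the spread of its log2 ratios changed by -0.371%, a negative value standing for a slight rise, but so few of the tested genes could hardly change this spread, so the test leaves open what part they have. Gene length and GC content may be involved. Across genes, the log2 ratio of control replicate 1 to the other control libraries had a rank correlation of -0.486 with gene length and of 0.386 with GC content, which was known for 96.1% of the tested genes. Genes are not independent replicates, and length and GC content were not separated. Whether they stand for a difference in RNA quality or library preparation was not tested, and the labels give no batch. Control replicate 2 and NE replicate 3 leaned toward control replicate 1 in a smaller amount, with slopes of 0.162 and 0.227, and the other slopes ran from -0.0045 to 0.0458. No biological explanation was tested.

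The entries of Ppara, Cpt1a and Cpt2 differ in form from the other entries of the table. Of 57238 entries, these 3 are the only ones whose group means are off or are written with other decimals. In the authors' column of group means, that for CTR is 1 for Ppara where the mean of its libraries is 1.1. Of the 4144 genes with fractional values in all control libraries, these 3 alone have an authors' control mean of 1. They are also among 9 genes with fractional values in all CTR and TDE-treated libraries and whole values in all NE-treated libraries. A candidate explanation is that these entries hold values relative to the control group, or another unit than the rest of the table. Fractional values also occur for many other genes, as where reads are shared with other genes. The exons of Ppara, Cpt1a and Cpt2 overlap those of no other gene on either strand, so such overlap does not account for their fractions. Other sources of fractional values were not tested. The table does not say how any entry was made, so the unit of these 3 entries cannot be settled from it. No biological explanation was tested.

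The lipid metabolism set scored below 0 in TDE-treated against CTR BMDCs, and neither control replicate 1 nor gene length accounts for the sign. The normalized enrichment score was -1.33 without control replicate 1 and -1.25 with offsets fitted to gene length. These offsets brought the rank correlation of the log2 fold change with gene length from 0.331 to 0.0016 across the tested genes and moved the log2 fold changes of the set's 281 genes by a median of 0.134, with a change of sign for 29 of them. A hypothesis is that lower expression of sterol and fatty acid synthesis genes pulls the set down while genes for triglycerides and lipid droplets rise. The list of fatty acid and sterol synthesis scored -2.22 (adjusted p = 0.000903), that of triglyceride synthesis and lipid droplets 1.56 (adjusted p = 0.0624) and that of fatty acid oxidation 0.59 (adjusted p = 0.971). The score for triglyceride synthesis and lipid droplets fell to 1.20 (permutation p = 0.234) with weight 0, so the rise may depend on few genes.

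Other lists scored as follows in TDE-treated against CTR BMDCs. Glycolysis scored 2.62, and oxidative phosphorylation -1.89 (adjusted p = 0.00141), a value that had the opposite sign without control replicate 1 (0.793) and was 0.89 (adjusted p = 0.802) in TDE-treated against NE-treated BMDCs. Conventional DC markers scored -2.03, type I interferon response -1.55 (adjusted p = 0.0582), proliferation markers 1.28 (adjusted p = 0.245) and fibroblast markers 1.73 (adjusted p = 0.0330). In NE-treated against CTR BMDCs, type I interferon response scored 2.71, proliferation markers 2.35, oxidative phosphorylation -2.62, MHC class II presentation -2.19 and conventional DC markers -2.03 (adjusted p = 0.0013). In TDE-treated against NE-treated BMDCs, conventional DC markers scored -1.68 (adjusted p = 0.0205) and type I interferon response -2.16 (adjusted p = 0.000903).

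Genes of proteins that the paper measured by other assays were also read here. Cd274, which encodes PD-L1, had a log2 fold change of 1.79 in TDE-treated against CTR BMDCs (standard error 0.321, adjusted p = 0.00782). Its exons overlap those of another gene on the opposite strand. Cd86 had a log2 fold change of -0.67 (standard error 0.130, adjusted p = 0.0108, and 0.0548 with the replicate block), and it did not pass with library totals (0.0948), with no filter (0.0606) or without any one TDE library (0.0549 to 0.0655). Sirpa (-0.02, adjusted p = 0.941), Tgfb1 (-0.42, adjusted p = 0.161), Cd80 (-0.15, adjusted p = 0.601), Cd40 (0.44, adjusted p = 0.265) and Tnfsf4 (-0.25, adjusted p = 0.683) did not pass the test. Without control replicate 1, Cd40 was called higher (0.80, adjusted p = 0.00321). With quality weights, a setting added after the data were seen, Cd40 (0.67, adjusted p = 0.000616) and Sirpa (0.16, adjusted p = 0.0404) were called higher, and Tgfb1 (-0.19, adjusted p = 0.0217), Cd80 (-0.25, adjusted p = 0.0396) and Tnfsf4 (-0.74, adjusted p = 0.00914) lower. Under the naming rule, the lowest log2 fold changes against CTR were those of Rn7sk (-6.07, adjusted p = 0.0149), Gm26870 (-5.63, adjusted p = 0.0282) and Retnlg (-4.87, adjusted p = 0.00381). In control replicate 1, Rn7sk had 8518.08 estimated reads against 912.99 and 519 in the other control libraries. Retnlg had 813 CPM there against 174 and 125, and Gm26870 38.7 against 8.76 and 2.02. With the replicate block the adjusted p of Rn7sk was 0.0570 and that of Gm26870 0.0733. Rn7sk kept its call in 10 of 15 alternatives, Gm26870 in 9 of 14 and Retnlg in all 15. Exons of Gm26870 overlap those of other genes on the opposite strand. In TDE-treated against NE-treated BMDCs, the highest were Nos2 (10.00), Draxin (7.70) and Gm1720 (7.43) and the lowest Emp1 (-4.78), Mgl2 (-3.87) and Klk1b11 (-3.79).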
